# Transcription profiles of the responses of chicken bursae of Fabricius to IBDV in different timing phases

**DOI:** 10.1186/s12985-017-0757-x

**Published:** 2017-05-10

**Authors:** Changbo Ou, Qiuxia Wang, Yanhong Zhang, Weili Kong, Shouping Zhang, Yan Yu, Jinyou Ma, Xingyou Liu, Xianghui Kong

**Keywords:** Infectious bursal disease virus, Transcription profiles, Chicken, Bursa of Fabricius, RNA-Seq

## Abstract

**Background:**

Infectious bursal disease virus (IBDV) infection causes immunosuppression in chickens and increases their susceptibility to secondary infections. To explore the interaction between host and IBDV, RNA-Seq was applied to analyse the transcriptional profiles of the responses of chickens’ bursas of Fabricius in the early stage of IBDV infection.

**Results:**

The results displayed that a total of 15546 genes were identified in the chicken bursa libraries. Among the annotated genes, there were 2006 and 4668 differentially expressed genes in the infection group compared with the mock group on day 1 and day 3 post inoculation (1 and 3 dpi), respectively. Moreover, there were 676 common up-regulated and 83 common down-regulated genes in the bursae taken from the chickens infected with IBDV on both 1 and 3 dpi. Meanwhile, there were also some characteristic differentially expressed genes on 1 and 3 dpi. On day 1 after inoculation with IBDV, host responses mainly displayed immune response processes, while metabolic pathways played an important role on day three post infection. Six genes were confirmed by quantitative reverse transcription-PCR.

**Conclusions:**

In conclusion, the differential gene expression profile demonstrated with RNA-Seq might offer a better understanding of the molecular interactions between host and IBDV during the early stage of infection.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12985-017-0757-x) contains supplementary material, which is available to authorized users.

## Background

Infectious bursal disease virus (IBDV) is an important small RNA virus in the family of *Birnaviridae*, which may lead to severe immunosuppressive effects and pathological damage in young chickens. It mainly targets early B cells, especially those in the gut-associated lymphoid organ, the bursa of Fabricius [1]. After infection with IBDV, the bursa collected from chickens displays oedema and haemorrhage, or even necrosis, accompanied by a large volume of T cells infiltration and a cytokine storm [2]. Especially when chickens mix infection with IBDV and other pathogens, such as *E. coil* and Newcastle disease virus, farms can suffer large economic losses. Therefore, it is urgent to learn the pathways of IBDV invasion and replication in host cells and the interactions between IBDV and host, in order to determine effective strategies for the prevention and control of IBDV infection.

Transcriptional profiling analysis has displayed a great deal of information about host-pathogen interactions, including many important biological processes, cellular components and molecular functions. Thomas Ruby et al*.* have analysed gene expression levels in the bursae of young chickens from the resistant and susceptible lines by using a novel cDNA microarray and shown that the changes in gene expression in the target tissue during the early stages of infection of young chickens with IBDV [1]. Similarly, Wong RT et al*.* have screened differentially expressed genes in IBDV-induced apoptotic chicken embryonic fibroblasts by using cDNA microarrays and unravelled the candidate physiological pathways involved in host-virus interactions on a molecular level *in vitro* [3]. However, cDNA microarray is a closed system which only detects those specific genes. It can not offer comprehensive transcriptional landscape described in the cells and bursae post IBDV infection. We still do not entirely understand how the host defends against IBDV and how the infection influences the biological metabolism of the host at different stages of infection. With the development of high throughput sequencing, it is feasible to obtain transcript splice-variants, isoformas and new genes and compare the biological metabolism and immune responses of hosts at different infection points [4], which will provide new insights for understanding the pathogenesis of IBDV and the antiviral immunity of the host.

## Methods

### Birds and viruses

A classical IBDV strain CJ801 was kindly provided by Prof. Jue Liu of the Beijing Academy of Agriculture and Forestry, Beijing, China. All the studies were performed on 3-week-old specific-pathogen-free (SPF) chickens (Vital Bridge Co. Ltd., Beijing, China). The experimental procedures and animal management were approved by the Institutional Animal Care and Use Committee at Henan Institute of Science and Technology.

### Experiment design

Eighteen SPF white leghorn chickens were randomly divided into two groups with 9 chickens for each group: the mock group (the healthy group) and the IBDV-inoculated group (the infection group). Chickens from the infection group were inoculated with IBDV CJ801 stock at a dosage of 10^3^ EID_50_/0.1 mL through eye-nose drops [5, 6]. The chickens of the mock group were mock challenged with PBS. All chickens were kept in two separate isolator and they were free to drink and eat with 12 h light and 12 h dark. On days 1, 3 and 7 after infection, 3 chickens of each group were randomly selected and killed under anesthesia for bursa collection [7]. Each bursa was immediately put into liquid nitrogen and then stored in 80 °C refrigerator. RNA sequencing was performed with total RNA from bursae from each group at the first two time points and completed by a commercial company (Shanghai Biotechnology Corporation, Shanghai, China).

### RNA extraction and purification

Total RNA was separately extracted from each bursa using RNAiso Plus Total RNA extraction reagent (TAKARA, China) following the manufacturer’s instructions and checked for RNA integrity number (RIN) to inspect RNA integrity by an Agilent 2100 Bioanalyzer (Agilent technologies, Santa Clara, CA, US). Qualified total RNA was further purified by RNeasy Micro Kit (QIAGEN, GmBH, Germany) and RNase-Free DNase Set (QIAGEN, GmBH, Germany). The qualified RNA meets the following requirements: the RIN value was not less than 7.0, while the ratio of 28 s/18 s should be between 1.8 and 2.2.

### cDNA library construction and sequencing

We used at least 3 μg of high-quality mRNA for each library construction. The mRNA was fragmented by incubating at 94 °C in fragmentation buffer to yield a size range of 400–500 bp, verified by an Agilent 2100 Bioanalyzer (Agilent). We used SuperScript II Reverse Transcriptase (Invitrogen) for the library construction. According to the corresponding process shown in the cBot User Guide, we completed the Cluster generation and the first sequencing primer hybridisation on cBot in Illumina HiSeq 2500 sequencer. Then, sequencing was performed using the Illumina HiSeq 2500 according to its standard protocols. The data for each sample was not less than 4.0 G while the percentage of Q20 (bases of Q > =20/all bases of sequencing) was not less than 90%.

### Data analysis

After the sequencing was completed, the obtained image data was transformed into raw reads and stored in a FASTQ format. The raw reads were cleaned by a short-reads pre-processing tool (FASTX-Toolkit, version 0.0.13). The low-quality reads, including adapter, ribosome RNA and sequences shorter than 25 nt with Q < 20 at 3′ end, were removed. The resultant clean reads from each sample library were used for further analyses. The clean reads were mapped to the chicken genome (galGal4, Ensembl release 85) by a mapping tool TopHat2 (version: 2.0.9). The differentially expressed genes with fold changes ≥ 2 or ≤ 0.5 and False Discovery Rate (FDR) < 0.05 were analyzed using the web-based tools in DAVID to identify enriched gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, group functionally related genes and cluster the annotation terms. The raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) at the NCBI under accession number GSE94500.

### Confirmation of RNA-Seq data by quantitative real-time PCR

To verify the correctness of the RNA-Seq results, some genes were randomly selected for quantitative real-time PCR (qRT-PCR) experiments. CCR2 and CCR4 were used for their chemotaxis effects on monocyte, macrophage and dendritic cells. IL-6 is an important inflammatory factor. IFN-γ is over-expressed during IBDV infection and plays an important role in host antiviral responses. MHC-I molecule is to display intracellular protein to cytotoxic T cells. Like IL-2, IL-15 exerts a huge role in the process of virus infection. So, CCR2, CCR4, IL-6, IFN-γ, MHC-I, IL-15 were chosen in the study while *β*-actin was used as housekeeping gene [8]. The primers used in this study are listed in Table 1. Total RNA was extracted from chicken bursae by total RNA Kit (Omega Bio-Tek, Guangzhou, China) and then reverse transcribed into cDNA using M-MLV Reverse Transcriptase (Promega, CA, USA) following the manufacturer’s instructions. The qRT-PCR was performed using a 7300 Real-Time PCR System (ABI, Britain) with SYBR® Select Master Mix (ThermoFisher Scientific, China). The reaction conditions were 30 s at 95 °C, 40 cycles of 5 s at 95 °C, 25 s at 58 °C and 30 s at 72 °C, followed by a final step of melting curve analysis. After amplification, the relative fold change of the differentially expressed genes was calculated through the 2^−ΔΔCT^ method [9]. All samples were performed in 3 replicates as technical repeats to ensure the reproducibility of the amplification.

**Table 1:** Genes and primers for real-time PCR used in the text

Primer	Sequence	Reference
VP2	Sense: 5-AGACCCCATTCCCGCTAT-3 Anti-sense: 5-GCCTTGGACGCTTGTTTG-3	-
CCR2	Sense: 5- ATGCCAACAACAACGTTTGA-3 Anti-sense: 5- TGTTGCCTATGAAGCCAAA-3	[47]
CCR4	Sense: 5- CCTGGTCATTGTGGTCCTCT-3 Anti-sense: 5- TCCCACTGTAGAACCCAACC-3	[47]
IL-6	Sense: 5-AAATCCCTCCTCGCCAATCTG-3 Anti-sense: 5-CCTCACGGTCTTCTCCATAAACG-3	-
IFN-γ	Sense: 5-ATCATACTGAGCCAGATTGTTTCG-3 Anti-sense: 5-CTTTCACCTTCTTCACGCCATC-3	-
MHC-I	Sense: 5-CTTCATTGCCTTCGACAAAG-3 Anti-sense: 5-GCCACTCCACGCAGGT-3	[26]
IL-15	Sense: 5- ATGCTGGGGATGGCACA-3 Anti-sense: 5- GCACATAGGAAGAAGATGGTTAGT-3	[46]
Actin	Sense: 5-TTCACCACCACAGCCGAGAG-3 Anti-sense: 5-ACCACAGGACTCCATACCCAAG-3	-

- indicates no references

## Results

### VP2 gene expression during IBDV infection in chickens

After being challenged with IBDV, chickens from the infected group displayed some clinical symptoms on 1 dpi, such as decreased feed intake, fluffed feathers and diarrhoea. Autopsy results displayed haemorrhaging and necrosis on the bursae of Fabricius. However, chickens from the mock group displayed very healthy. To further confirm the success of viral infection, IBDV VP2 genes in the bursa from the infected group were quantified by real-time PCR on 1 and 3 dpi. The results showed that VP2 gene expression significantly increased in the infected group and was about 21 and 79 times higher than those of the mock group on 1 and 3 dpi, respectively (Fig. 1).

**Fig. 1:**
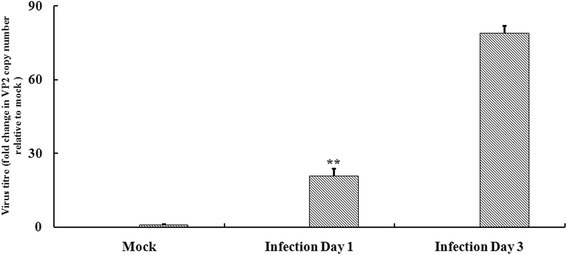
Quantification of the infectious bursal disease virus (IBDV) VP2 gene levels in the bursae of Fabricius in the mock group and the infection group by real-time PCR. The data were expressed as the average ratio of IBDV/*β*-actin. **Indicates *P* < 0.01 when samples taken from day 1 postinfection in the infection group were compared with those from day 3 in the infection group

### Identification of differentially expressed genes between the mock group and the infection group on day 1 and day 3

To analyse the gene expression of IBDV-infected chickens, the total RNA was prepared from the bursae of Fabricius of IBDV or mock-infected chickens on days 1 or 3 after infection. 

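The bursa of Fabricius is the organ in which chicken B cells develop, and IBDV is a double-stranded RNA virus that infects it. RNA-seq libraries of single bursae from 8 chickens were analysed here, 3 from the mock group, 3 from the infection group on 1 dpi and 2 from the infection group on 3 dpi, which the authors numbered 3 and 4. The infection group had received 1000 EID50 of the virus in 0.1 mL. The labels give an age of 22 for the mock and 1 dpi birds and of 24 for the 3 dpi birds without a unit, read here as days because the paper's birds were 3 weeks old. By the paper's methods, 3 birds of each group were killed at each of 3 time points, and both groups were sequenced at the earlier 2. The labels name no day for the mock libraries, whose age and the leading number of whose titles are those of the 1 dpi libraries. No mock library has the age of the 3 dpi libraries, so infection and age changed together in the comparison of 3 dpi with mock.
The authors trimmed the reads, aligned them with TopHat2 and deposited for each gene an FPKM value (fragments per kilobase of transcript and of library size) and a scaled count. In each library 99.1 to 99.3% of the scaled counts above 0 lay within 2% of a step from a whole multiple of 1 step, so they are estimated fragment counts divided by 1 factor per library. Divided by that step, the totals came to 12865596, 9425178 and 13375079 fragments in mock libraries 1, 2 and 3, with a median of 12865596. On 1 dpi they were 12304599, 10251637 and 9646569 in replicates 1, 2 and 3, with a median of 10251637, and on 3 dpi 10273907 and 11039592 in replicates 3 and 4. The remaining values include fractions close to 0, so the counts were not restored to whole reads, and no count test was run. Fig. 3 of the paper shows 3 columns on 3 dpi, whereas the authors' mean FPKM for 3 dpi equalled the mean of the 2 libraries within 1% in all 14544 genes with a mean above 0. The mean in the authors' table therefore rests on these 2 libraries, and what the third column of Fig. 3 holds was not settled here.
FPKM values were taken as log2(FPKM + 1), and the 12208 genes with an FPKM of at least 1 in at least 2 libraries were tested with limma, with 1 mean per group over all 8 libraries and Benjamini-Hochberg adjustment. Genes with an FDR under 0.05 are called differentially expressed, and those that also have a fold-change of at least 2 or at most 0.5 are called SDE genes. All fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. Coordinates are those of the authors' file on galGal4 with Ensembl release 85 genes, written from 1, and a range in that file can cover several overlapping genes.
The median log2(FPKM + 1) of 28 interferon-stimulated genes, a list fixed beforehand, was 4.24, 4.53 and 4.46 in the mock libraries, 7.73, 7.68 and 8.15 on 1 dpi, and 7.55 and 7.79 on 3 dpi, so every library labelled infected lay above every library labelled mock. Transcripts of chromosome W, which only female chickens carry, were near 0 in mock replicate 2 and in all 3 libraries of 1 dpi, and present in the other mock libraries and on 3 dpi. The sex of the birds is not given in the sources used here, and a fit with the W transcripts as a covariate was added to the alternatives after the values were seen.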

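The authors' table gives each gene an Ensembl identifier and, for all but 2421 genes, a symbol. An FPKM above 0 was given in at least 1 of the 8 libraries for 15146 genes and in every library for 12490, while 400 genes were listed at 0 throughout. With the stricter requirement of an FPKM of at least 1 in at least 1 library, 12758 genes remained, and 13698 genes had at least 10 scaled counts in total. A single library had between 13636 genes above 0 (1 dpi replicate 2) and 14206 (3 dpi replicate 3). The symbol of a microRNA stood on 108 genes, 28 of which the table does not describe as microRNAs, and those symbols were not used to name a gene.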

In this study, we identified a total of 15546 genes in the chicken bursa libraries. 

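In the comparison of 1 dpi with the mock group, limma with Benjamini-Hochberg adjustment called 4262 of the genes tested (34.9%), 2084 higher and 2178 lower, which puts 48.9% of the calls on the higher side. On 3 dpi 8218 genes (67.3%) were called, 4215 higher and 4003 lower. At an unadjusted p under 0.05 the counts were 5775 and 8562. The median log2 fold change of all genes tested was -0.10 on 1 dpi and 0.05 on 3 dpi. These counts moved most when limma's treat was used to require a change beyond 1.5-fold, which left 840 genes on 1 dpi and 4190 on 3 dpi. Scaling by library size alone shifted the median on 1 dpi to -0.23 and put 32.7% of the calls on the higher side, upper quartile factors 37.7% and median-of-ratios factors 54.4%. The count on 1 dpi depended on single libraries, with 2305 genes called without mock replicate 1 and 2538 without mock replicate 3. It also fell, but less, without mock replicate 2 or any of the 1 dpi replicates.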

As shown in Fig. 2a, among the annotated genes, we identified 2006 and 4668 differentially expressed genes in the infection group compared with the mock group on 1 and 3 dpi, respectively (FDR ≤ 0.05). Out of these, 1618 genes were the common differentially expressed genes with 388 and 3050 specific differentially expressed genes, respectively, on 1 and 3 dpi. 

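In the re-computed calls 3329 genes were differentially expressed on both days, 933 on 1 dpi alone and 4889 on 3 dpi alone. The direction against mock was the same on both days in 2726 of the 3329 genes (81.9%). If calls on the 2 days were independent, 2869 shared genes would arise from the totals. Both comparisons use the same mock libraries, which alone makes their fold changes alike. In 20 simulations of unchanged groups against these mock libraries, the fold changes of the 2 days had a mean Pearson r of 0.449 and Spearman rho of 0.412 across genes and the same sign in 64.7% of genes, and at most 2 genes were called on both days. The observed values across genes, which are not independent replicates, were r = 0.495, rho = 0.422 and 66.7%. No gene changed in the simulation, so it cannot tell how much of the observed likeness the shared mock libraries account for. Without mock replicate 1 the number of genes called on both days was 1753, and without mock replicate 3 it was 1951.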

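At a fold-change of at least 2 or at most 0.5, 1169 genes were higher and 256 lower than in the mock group on 1 dpi, and 2764 were higher and 1760 lower on 3 dpi. Genes are named here by a rule fixed beforehand, the 3 largest rises and the 3 largest falls in each comparison among SDE genes with a symbol, a mean FPKM of at least 1 in both groups and no overlap between their libraries.
On 1 dpi the largest rise was that of avidin. AVD (ENSGALG00000023622, chromosome Z, 9023591 to 9024768) had an FPKM of 14.2 ± 10.6 (SD, n = 3) in the mock group and 5217 ± 2621 (SD, n = 3) on 1 dpi, and of 3597 and 1434 in the 3 dpi libraries. For AVD, this gave log2 fold changes against mock of 8.54 (SE 0.58) on 1 dpi and 7.45 (SE 0.64) on 3 dpi (adjusted p = 9.5e-05 and 5.3e-05, limma with Benjamini-Hochberg adjustment). A second AVD entry and AVR2 lie close to it, so the copy that the reads come from is uncertain. An entry labelled HPS5 (ENSGALG00000027716, chromosome 5, 11860238 to 11871121), which the authors' table describes as serum amyloid A protein and places on the same range as SAAL1, rose from 18.9 ± 11.8 (SD, n = 3) to 4719.9 ± 3607 (SD, n = 3), and to 5094 and 1974 on 3 dpi. Its log2 fold change was 7.78 (SE 0.62) and 7.47 (SE 0.70), with adjusted p = 1.9e-04 and 7.5e-05 from limma with Benjamini-Hochberg adjustment, and because of the shared range its identity is uncertain. The smallest of these 4 rises, that of avidin on 3 dpi (7.45), moved most without 3 dpi replicate 3 (6.78) or 4 (8.11), and with the W transcripts as a covariate the smallest of the 4 was 6.87. CCL19 was the other gene among the 3. The largest falls were those of CRABP2 (ENSGALG00000029140, chromosome 25, 468703 to 470859) from 18.5 ± 0.723 (SD, n = 3) to 1.18 ± 0.506 (SD, n = 3), of GNG4 (ENSGALG00000010986, chromosome 3, 37348013 to 37353782) from 17.5 ± 9.41 (SD, n = 3) to 2.15 ± 3.73 (SD, n = 3), and of ATP12A (ENSGALG00000006469, chromosome 24, 2845500 to 2863118) from 29.0 ± 6.27 (SD, n = 3) to 2.70 ± 0.536 (SD, n = 3). They fell by 3.19, 3.07 and 3.01 on the log2 scale (adjusted p = 0.0059, 0.025 and 3.6e-04, limma with Benjamini-Hochberg adjustment). GNG4, listed at 0 in both 3 dpi libraries, was no longer called without mock replicate 1 (-2.88) or 3 (-2.74), without 1 dpi replicate 2 or 3 (-2.59 in the latter), or with the W covariate (-2.03), and CRABP2 was not called with that covariate either (-3.16).
On 3 dpi the largest rise was that of MMP7 (ENSGALG00000017184, chromosome 1, 181775556 to 181779895), which encodes matrilysin and went from 5.50 ± 5.52 (SD, n = 3) in the mock group to 4974 and 378. The log2 fold change of MMP7 was 8.05 (SE 1.06, adjusted p = 3.8e-04, limma with Benjamini-Hochberg adjustment). Its place as the largest rise rests on 3 dpi replicate 3, without which the value for MMP7 was 6.19, below the 6.78 of both AVD and HPS5, and without 3 dpi replicate 4 it was 9.90. CHB1 (ENSGALG00000005194, chromosome Z, 8915576 to 8919172), described as CD72, fell from 574 ± 157 (SD, n = 3) to 4.67 and 2.09, PAX5 (ENSGALG00000016431, chromosome Z, 81615205 to 81720849) from 236 ± 45.8 (SD, n = 3) to 0.779 and 1.92, and RGCC (ENSGALG00000016954, chromosome 1, 165264942 to 165276995) from 223 ± 20.9 (SD, n = 3) to 1.52 and 1.34. The falls on the log2 scale were -7.07, -6.68 and -6.53 (SE 0.31, 0.25 and 0.24, adjusted p = 3.4e-06, 1.9e-06 and 2.0e-06, limma with Benjamini-Hochberg adjustment).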

Among the differentially expressed genes, there were 946 up-regulated and 179 down-regulated significantly differentially expressed (SDE) genes on 1 dpi while 2142 up-regulated and 1597 down-regulated SDE genes were identified on 3 dpi in the infection group with a fold-change ≥ 2 or ≤ 0.5 (Fig. 2b-c). Among these SDE genes, there were 676 common up-regulated and 83 common down-regulated genes in the bursae taken from the chickens infected with IBDV on both 1 and 3 dpi (Fig. 2b-c).

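The re-computed SDE genes shared by the days were 884 with higher expression, beside 285 on 1 dpi alone and 1880 on 3 dpi alone, and 42 with lower expression, beside 214 and 1718. From the totals alone, 265 genes higher on both days and 36.9 lower on both days would be shared by chance. A further 78 genes were significantly lower on 1 dpi and higher on 3 dpi, and 5 were higher on 1 dpi and lower on 3 dpi. Over the alternatives the first number ranged from 28 (treat) to 225 (scaled counts) and the second from 1 (treat) to 12 (median-of-ratios factors), and the second was 3 without 1 dpi replicate 2, 8 without mock replicate 2 and 9 without 1 dpi replicate 1. Of the 884 genes higher on both days, 330 also differed between the days in the direct comparison of 3 dpi with 1 dpi (FDR under 0.05), 134 of them with the higher level on 1 dpi and 196 on 3 dpi. The number lower on both days was also unstable, with 6 under treat and 74 without 1 dpi replicate 1.

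**Figure D1:**
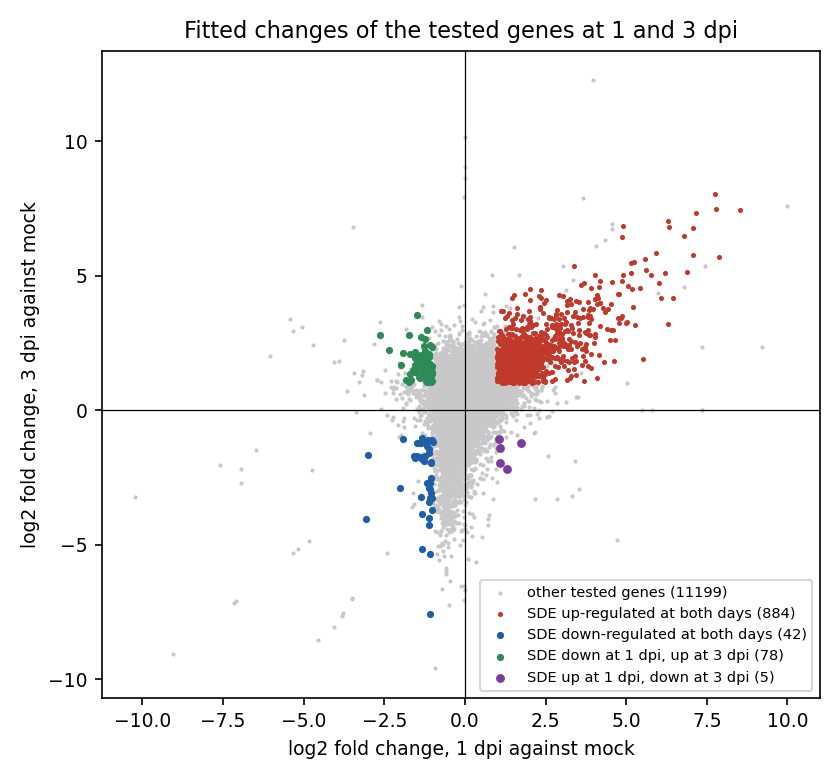
Log2 fold change against the mock group of each gene tested on 1 dpi (horizontal axis) and on 3 dpi (vertical axis), both on the log2(FPKM + 1) scale, with 1 point per gene. Red marks the 884 SDE genes higher on both days, blue the 42 lower on both days, green the 78 lower on 1 dpi and higher on 3 dpi, purple the 5 higher on 1 dpi and lower on 3 dpi, and grey all other genes.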

**Fig. 2:**
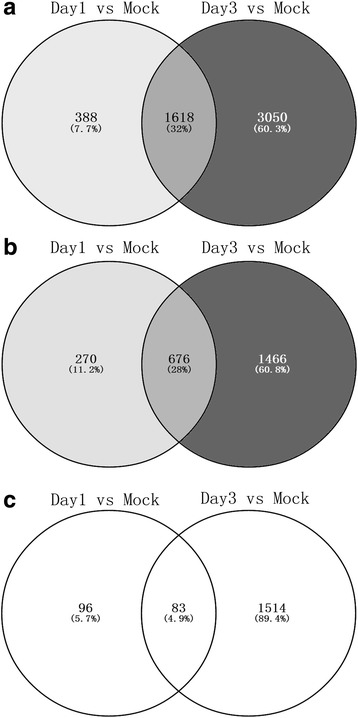
Identification and expression of the bursae collected from chickens inoculated with IBDV on day 1 and day 3. **a** The Venn diagram showing unique and common differentially expressed genes of the bursae collected from the infection group on day 1 and day 3 postinoculation with IBDV compared with the mock group. **b** The Venn diagram showing unique and common upregulated expressed genes, of which the fold changes were ≥ 2. **c** The Venn diagram showing unique and common downregulated expressed genes, of which the fold changes were ≤ 0.5

### The host mainly displayed strong immune responses in the early stage of virus infection

The functions and pathways of the 799 differentially expressed transcripts were analysed based on the Gene Ontology (GO) project and KEGG using the SBC Analysis system. Top gene ontology clusters of the common SDE genes between the infection group and the mock group were mainly grouped into molecular function and biological processes, such as binding, response to stress, external stimulus, biotic stimulus, external biotic stimulus, virus, lipopolysaccharides and molecules of bacterial origin, immune responses and cytokine activity (Table 2).

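For the response to virus, a list of 28 interferon-stimulated genes fixed beforehand was examined. All 28 were called higher on both days, and the same 28 when adjusted over the list alone. Their median log2 fold change against the mock group was 3.85 on 1 dpi and 3.87 on 3 dpi (adjusted p = 3.7e-27 and 2.2e-12, camera with Benjamini-Hochberg adjustment over 120 list tests). The fit with the W transcripts as a covariate moved the first value most, to 3.51, and leaving out 1 library at a time gave 3.70 to 3.98. Between the days the median change of the list was -0.23 (adjusted p = 0.58, camera with Benjamini-Hochberg adjustment), so no difference between 1 and 3 dpi was detected for the list as a whole, although 4 members were called higher and 6 lower on 3 dpi than on 1 dpi. Adjusted over the list alone, 4 of these 10 members were called.
ISG12(2) and LY6E had the highest mean FPKM in the list. ISG12(2) (ENSGALG00000013575, chromosome 2, 89725778 to 89729168) had an FPKM of 44.6 ± 33.1 (SD, n = 3) in the mock group and 3325 ± 1508 (SD, n = 3) on 1 dpi, and of 3166 and 6011 in the 3 dpi libraries. ISG12(2) thus had a log2 fold change of 6.33 (SE 0.52) on 1 dpi and 6.81 (SE 0.58) on 3 dpi against the mock group (adjusted p = 2.1e-04 and 5.1e-05, limma with Benjamini-Hochberg adjustment). LY6E (ENSGALG00000016152, chromosome 2, 147927176 to 147933270) was at 339 ± 72.7 (SD, n = 3) in the mock group and 2524 ± 874 (SD, n = 3) on 1 dpi, and of 3743 and 5223 in the 3 dpi libraries. In LY6E, the log2 fold change against mock was 2.86 (SE 0.26) on 1 dpi and 3.72 (SE 0.30) on 3 dpi (adjusted p = 3.3e-04 and 3.7e-05, limma with Benjamini-Hochberg adjustment).
camera assumes a small correlation of 0.01 between genes of a list. Of the 18, 30 and 32 lists it called on 1 dpi, on 3 dpi and between the days, fry called 16, 30 and 32. Fry takes the correlation from the data, but asks whether a list changed at all, not whether it changed more than other genes. On 3 dpi and between the days fry called 35 of the 40 lists each, so those shared calls are little further evidence. With the correlation estimated in camera itself, none of the 40 lists passed the adjusted threshold in any of the 3 comparisons, while 4, 6 and 14 lists had an unadjusted p under 0.05.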

**Table 2:** Top gene ontology clusters of SDE genes between the mock group and the infection group

Type	Term ID	Description	FDR
Biological process	GO:0044319	wound healing, spreading of cells	0.003661
Biological process	GO:0090504	epiboly	0.003661
Biological process	GO:0090505	epiboly involved in wound healing	0.003661
Molecular function	GO:0005544	calcium-dependent phospholipid binding	0.043024
Biological process	GO:0002237	response to molecule of bacterial origin	0.007461
Biological process	GO:0032496	response to lipopolysaccharide	0.041095
Biological process	GO:0051607	defense response to virus	0.012681
Molecular function	GO:0005125	cytokine activity	0.000213
Biological process	GO:0009615	response to virus	0.029828
Biological process	GO:0002252	immune effector process	0.001041
Biological process	GO:0098542	defense response to other organism	6.04E-05
Biological process	GO:0043207	response to external biotic stimulus	6.81E-05
Biological process	GO:0051707	response to other organism	6.81E-05
Biological process	GO:0009607	response to biotic stimulus	0.000108
Biological process	GO:0006955	immune response	3.68E-05
Biological process	GO:0006952	defense response	1.19E-05
Biological process	GO:0051704	multi-organism process	0.006676
Biological process	GO:0002376	immune system process	0.000423
Biological process	GO:0009605	response to external stimulus	0.028338
Biological process	GO:0006950	response to stress	0.004792
Molecular function	GO:0005488	binding	0.027882

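The authors' Table 3 names 106 genes in 10 pathways, and 107 entries were tested here, because GSTA3 stands on 2 of them. The table was drawn up by the authors on these libraries, so the counts that follow are not independent evidence for it. Of the 107, 4 were higher and 7 lower SDE genes on 1 dpi, and 88 were higher SDE genes on 3 dpi. The median log2 fold change on 3 dpi against mock was 2.21 for glutathione metabolism, 2.02 for drug metabolism, 1.33 for amino sugar metabolism, 1.39 for the pentose phosphate pathway, 2.02 for xenobiotic metabolism, 1.64 for adherens junction, 1.13 for fructose and mannose metabolism, 1.77 for ECM-receptor interaction, 1.62 for tight junction and 1.57 for focal adhesion, and camera with Benjamini-Hochberg adjustment called all 10 lists, the largest adjusted p being 0.0074. On 1 dpi only adherens junction (0.21) and fructose and mannose metabolism (-0.46) were called (adjusted p = 0.033 and 0.021, camera with Benjamini-Hochberg adjustment). The adherens junction call was lost without mock replicate 1 (0.13), without 1 dpi replicate 2 (0.21) or 3 (0.18), with library size scaling (0.06), with the W covariate (0.11) and under fry. The fructose and mannose call was lost with at least 10 scaled counts in every library (-0.38) and with chromosomes Z and W left out (-0.38), and its value was -0.28 without mock replicate 2. The pentose phosphate list, at -0.33 on 1 dpi, was called lower by fry and with the W covariate (-0.50). For glutathione metabolism on 1 dpi the median (-0.24) and the mean (0.23) of the list differed in sign, as they did for focal adhesion (-0.05 and 0.03).
The cytokine-cytokine receptor, JAK-STAT and Toll-like receptor genes of Table S1 had median log2 fold changes of 0.36, -0.88 and -0.13 on 3 dpi against mock (adjusted p = 0.93, 0.20 and 0.92, camera with Benjamini-Hochberg adjustment), none of them called. For the JAK-STAT and Toll-like receptor lists the mean had the opposite sign, 0.09 and 0.80. limma's fry called the cytokine and JAK-STAT lists lower (adjusted p = 0.021 and 6.0e-04, with Benjamini-Hochberg adjustment), and camera called the JAK-STAT list lower with at least 10 scaled counts in every library (-1.18). Without CSF3, which is listed at 0 in all mock libraries, the cytokine median was -0.21 and the JAK-STAT median -0.96.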

KEGG pathway enrichment analysis showed that the differentially expressed genes were mainly clustered into the following pathways: cytokine-cytokine receptor interaction, influenza A, Herpes simplex infection, cell adhesion molecules and some signaling pathways (such as JAK-STAT, Toll-like receptor and RIG-I-like receptor) (Table 3).

**Table 3:** Top KEGG pathways associated with SDE genes between the mock group and the infection group

ID	Description	Gene ID	*P*-value
gga00480	Glutathione metabolism	GPX2, ANPEP, HPGDS, GSTA, GSTA3, GGT1, MGST1, GSTK1, RRM2B, IDH1, GPX7, GPX8, GPX3, GSTT1L, MGST2, TXNDC12	1.69E-05
gga00982	Drug metabolism - cytochrome P450	ALDH1A3, HPGDS, GSTA, GSTA3, MGST1, GSTK1, MAOB,MAOA, GSTT1L, MGST2	0.023815
gga00520	Amino sugar and nucleotide sugar metabolism	CHIA, GMPPB, GALK1, CMAS, GFPT1, GALE, TSTA3, PGM3, GNPNAT1, UAP1, PGM1, NANS, GNE, GMPPA	0.001888
gga00030	Pentose phosphate pathway	RGN, RBKS, RPIA, PGM1, ALDOB, IDNK, PFKL	0.003885
gga00980	Metabolism of xenobiotics by cytochrome P450	ALDH1A3, HPGDS, GSTA, GSTA3, MGST1, GSTK1, EPHX1, GSTT1L, MGST2	0.0264181
gga04520	Adherens junction	SMAD2, IGF1R, CTNNB1, ACTN4, YES1, SRC, EGFR, FGFR1, TJP1, CDH1, PVRL3, LMO7, INSR, MLLT4, BAIAP2, ERBB2, CTNND1, SNAI2	0.004207
gga00051	Fructose and mannose metabolism	AKR1B10, SORD, GMPPB, AKR1B1, TSTA3, ALDOB, GMPPA, PFKL	0.008313
gga04512	ECM-receptor interaction	DAG1, LAMB2, VTN, ITGA6, COL1A2, LAMB1, LAMC2, ITGB4, COL4A5, ITGB6, LAMA5, LAMB3, LAMA3	0.0186877
gga04530	Tight junction	CLDN5, CLDN3, CLDN4, CTNNB1, ACTN4, OCLN, MYH11, MYL9, YES1, YBX3, SRC, CTTN, MYH10, TJP1, IGSF5, SHROOM2, CLDN10, EPB41L1, JAM3, TJP3, MLLT4, LLGL2, SHROOM3, RAB3B, INADL, PARD6G	0.00391
gga04510	Focal adhesion	LAMB2, CAV1, KDR, IGF1R, VTN, CAPN2, CTNNB1, ACTN4, MYL9, ITGA6, COL1A2, BCL2, SRC, MYLK, LAMB1, EGFR, LAMC2, BCAR1, ITGB4, CAV2, COL4A2, PAK1, LAMA4, COL4A5, PARVA, DOCK1, ITGB6, ERBB2, LAMA5, LAMB3, LAMA3	0.0065603

### There were still some characteristic differentially expressed genes in different stages of virus infection

To compare the differentially expressed genes of bursae from different infection phase, we analysed the gene expressions of chickens from days 1 and 3 post inoculation. The heat-map has displayed that there were several differentially expressed genes between the day 1 samples and the day 3 samples (Fig. 3).

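In the direct comparison of 3 dpi with 1 dpi, limma with Benjamini-Hochberg adjustment called 7390 genes (60.5% of those tested), 3604 higher and 3786 lower on 3 dpi, with 2136 and 1573 SDE genes. At an unadjusted p under 0.05 the count was 7886. Of the higher and lower calls, 48.8% were higher, a share that moved to 59.6% with library size scaling, under which the median of all genes shifted from -0.02 to 0.14. Of the 73 genes that Table S1 lists for the heat-map, 72 were called over all genes tested and 73 adjusted over the list alone, 31 higher and 42 lower on 3 dpi, with 29 and 41 SDE genes. The authors chose these genes on the same libraries, so the count adjusted over the list alone is not independent evidence.
The pathways of Table S1 moved as follows from 1 dpi to 3 dpi, in median log2 fold change, 1.36 for adherens junction, 1.54 for amino sugar metabolism, 1.52 for focal adhesion, 2.41 for fructose and mannose metabolism, 2.20 for glutathione metabolism, 1.73 for the pentose phosphate pathway and 1.51 for tight junction, and -2.61 for cell cycle, -2.49 for DNA replication, -2.52 for the Fanconi anaemia pathway and -1.30 for ribosome. camera with Benjamini-Hochberg adjustment called all 11 of these lists (largest adjusted p = 0.038). The glutathione call between the days was lost with library size scaling (2.37), upper quartile factors (2.31) and library totals without the 50 most abundant genes (2.38). Against mock on 3 dpi the values were 1.84 for adherens junction, 1.25 for amino sugar metabolism, 1.65 for focal adhesion, 1.84 for fructose and mannose metabolism, 2.82 for glutathione metabolism, 1.44 for the pentose phosphate pathway and 1.99 for tight junction, and -3.27 for cell cycle, -3.14 for DNA replication, -2.51 for the Fanconi anaemia pathway and -1.60 for ribosome, and all but fructose and mannose metabolism were called by camera with Benjamini-Hochberg adjustment (adjusted p = 0.23 for that list, which fry called higher). The call of the pentose phosphate list on 3 dpi was lost without mock replicate 1 (1.37), 1 dpi replicate 2 (1.44) or 3 dpi replicate 3 (1.42). It was also lost with library size scaling (1.47), upper quartile factors (1.46), library totals without the 50 most abundant genes (1.52), a pseudocount of 0.1 (1.63), at least 10 scaled counts in every library (1.39), only the groups compared, the scaled counts (1.64) and chromosomes Z and W left out. On 1 dpi the values were 0.30 for adherens junction, -0.20 for amino sugar metabolism, -0.06 for focal adhesion, -0.78 for fructose and mannose metabolism, 0.62 for glutathione metabolism, -0.62 for the pentose phosphate pathway and 0.12 for tight junction, and -0.66 for cell cycle, -0.65 for DNA replication, 0.18 for the Fanconi anaemia pathway and -0.29 for ribosome, of which camera with Benjamini-Hochberg adjustment called fructose and mannose metabolism, cell cycle and DNA replication (adjusted p = 0.032, 0.011 and 0.0094). The fructose and mannose call on 1 dpi was lost with library size scaling (-0.93), upper quartile factors (-0.87), library totals without the 50 most abundant genes (-0.89) and the replicate block. Fry also called amino sugar metabolism, the pentose phosphate pathway and ribosome lower on 1 dpi, and camera called the pentose phosphate pathway lower without 1 dpi replicate 3 (-0.59) and with the W covariate (-0.69).
The largest rises between the days were those of GPX2 (ENSGALG00000026823, chromosome 5, 164477 to 165271), HOXA11-AS1_2 (ENSGALG00000027148, chromosome 2, 32797562 to 33229071) and STC2 (ENSGALG00000002893, chromosome 13, 8561504 to 8571173). GPX2 went from an FPKM of 2.66 ± 1.04 (SD, n = 3) to 154 and 86.8, and STC2 from 1.48 ± 0.30 (SD, n = 3) to 140.5 and 31.9. The log2 fold changes of GPX2 and STC2 were 5.03 (SE 0.29) and 4.79 (SE 0.56), with adjusted p = 1.3e-05 and 2.8e-04 from limma with Benjamini-Hochberg adjustment. HOXA11-AS1_2, whose range covers the HOXA genes and is uncertain for that reason, went from 12.7 ± 21.9 (SD, n = 3) to 51.0 and 169 (log2 fold change 4.79, SE 1.54, adjusted p = 0.029, limma with Benjamini-Hochberg adjustment), and its call was lost without 1 dpi replicate 1 or 2 (3.91 for the latter), without 3 dpi replicate 3 (5.65) or 4 (3.94), with only the groups compared and with the W covariate (4.52). The largest falls between the days were again those of CHB1, PAX5 and RGCC, at -7.04, -6.69 and -6.49, from FPKM means of 558, 236 and 225 on 1 dpi.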

**Fig. 3:**
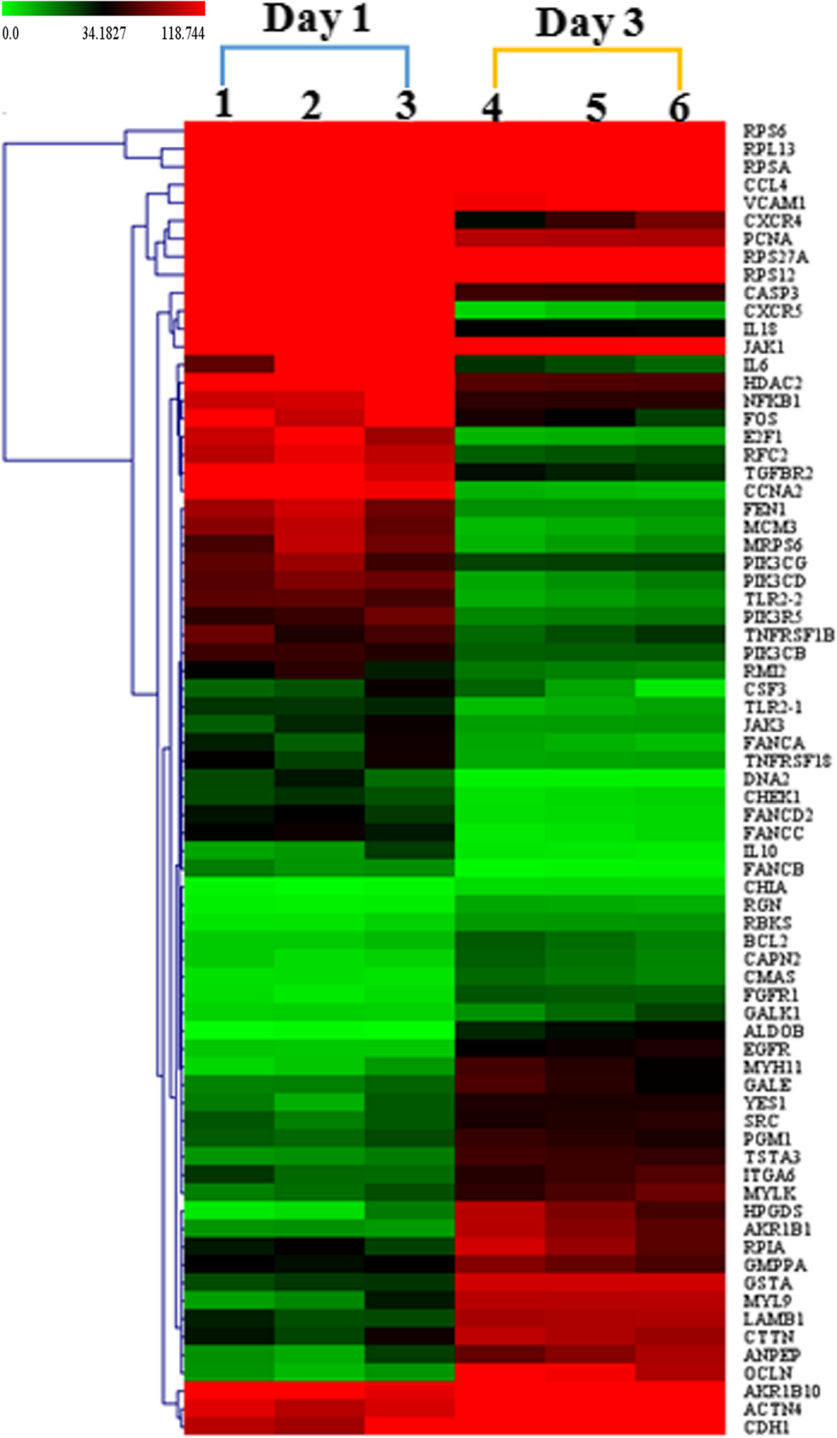
Expression profiles (heat maps) of SDE genes between days 1 and 3 post infection with IBDV (day 1: sample 1–3; day 3: 4–6). The color in the heat-map represents the normalised isotig number. The color in the heat-map represents gene expression changes. Red indicates high gene expression activity; green indicates low gene expression and black indicates no activity. SDE gene clusters were labeled in the left of the heat-map line

Compared with samples taken from day 1 postinfection with IBDV, KEGG analysis has shown that the highly expressed genes of samples collected from day 3 mainly focus on glutathione metabolism (ANPEP, GSTA, HPGDS and GSTA3), drug metabolism-cytochrome P450 (GSTA, HPGDS and GSTA3), adherens junction (EGFR1, SRC and YES1), ECM-receptor interaction (ITGA6 and LAMB1), tight junction (e.g CTTN, MYH11 and OCLN), focal adhesion (such as ITGA6, LAMB1 and MYL9), amino sugar and nucleotide sugar metabolism (e.g GNPNAT1, PGM1 and TSTA3). 

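ANPEP, which encodes aminopeptidase N, lies in a range that the authors' file gives to 12 other entries as well, so its reads can be shared and its value is uncertain. ANPEP (ENSGALG00000027501, chromosome 10, 19265373 to 19502893) had an FPKM of 11.0 ± 5.50 (SD, n = 3) in the mock group and 17.3 ± 7.65 (SD, n = 3) on 1 dpi, and of 67.8 and 91.0 in the 3 dpi libraries. From 1 dpi to 3 dpi its log2 fold change was 2.20 (SE 0.42, adjusted p = 0.0029, limma with Benjamini-Hochberg adjustment). GSTA (ENSGALG00000016328, chromosome 3, 87829502 to 87837950) had an FPKM of 25.1 ± 5.27 (SD, n = 3) in the mock group and 25.9 ± 1.85 (SD, n = 3) on 1 dpi, and of 104 and 103 in the 3 dpi libraries. GSTA rose between the days by 1.96 on the log2 scale (SE 0.17, adjusted p = 7.2e-05, limma with Benjamini-Hochberg adjustment). EGFR (ENSGALG00000012363, chromosome 2, 52411118 to 52558680) had an FPKM of 11.7 ± 1.34 (SD, n = 3) in the mock group and 7.26 ± 0.178 (SD, n = 3) on 1 dpi, and of 34.4 and 43.8 in the 3 dpi libraries. EGFR had a log2 fold change between the days of 2.27 (SE 0.14, adjusted p = 1.9e-05, limma with Benjamini-Hochberg adjustment). OCLN (ENSGALG00000027456, on an unplaced scaffold) had an FPKM of 13.8 ± 4.62 (SD, n = 3) in the mock group and 12.7 ± 2.86 (SD, n = 3) on 1 dpi, and of 139 and 92.7 in the 3 dpi libraries. OCLN changed between the days by 3.08 (SE 0.30, adjusted p = 1.2e-04, limma with Benjamini-Hochberg adjustment).
HPGDS (ENSGALG00000010402, chromosome 4, 36621105 to 36636068) went from 8.40 ± 8.06 (SD, n = 3) on 1 dpi to 95.4 and 56.7 on 3 dpi, a log2 fold change of 3.32 (adjusted p = 0.0033, limma with Benjamini-Hochberg adjustment). GSTA3 has 2 entries that resemble each other, so reads may have been divided between them. The entry ENSGALG00000016325 changed by 0.46 between the days (adjusted p = 0.36, limma with Benjamini-Hochberg adjustment), having risen against mock by 2.70 on 1 dpi and 3.16 on 3 dpi, while ENSGALG00000016324 changed by 2.26 between the days. The other genes all rose from 1 dpi to 3 dpi, SRC by 1.12, YES1 by 1.40, ITGA6 by 1.25, LAMB1 by 1.78, CTTN by 1.51, MYH11 by 2.33, PGM1 by 1.09, GNPNAT1 by 1.47 and TSTA3 by 1.74 on the log2 scale, with a largest adjusted p of 0.0026 (limma with Benjamini-Hochberg adjustment). GNPNAT1 rose by 0.96 without 3 dpi replicate 3. With the W transcripts as a covariate, HPGDS (3.26), ITGA6 (0.94), MYH11 (2.02) and YES1 (1.37) kept their direction and were no longer called.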

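PCNA (ENSGALG00000000169, chromosome 22, 334052 to 336642) had an FPKM of 787 ± 70.3 (SD, n = 3) in the mock group and 503 ± 77.2 (SD, n = 3) on 1 dpi, and of 93.9 and 91.1 in the 3 dpi libraries. From 1 dpi to 3 dpi PCNA fell by 2.42 on the log2 scale (SE 0.14, adjusted p = 1.3e-05, limma with Benjamini-Hochberg adjustment). The gene of CDK1 is entered as CDC2 (ENSGALG00000003085, chromosome 6, 8142505 to 8170935) and had an FPKM of 389 ± 51.5 (SD, n = 3) on 1 dpi and of 38.3 and 40.2 on 3 dpi. Its log2 fold change between the days was -3.27 (SE 0.12, adjusted p = 3.1e-06, limma with Benjamini-Hochberg adjustment). In the same comparison the log2 fold change was -3.20 for DNA2, -2.49 for FEN1, -3.75 for CCNA2, -1.20 for HDAC2, -2.65 for RAD51A, -1.08 for RMI2, -2.46 for MRPS6, -1.02 for RPL13, -2.80 for IL18, -1.94 for TGFBR2 and -1.68 for PIK3R5 (largest adjusted p = 0.0030, limma with Benjamini-Hochberg adjustment). RMI2 was not called with the W covariate (-0.76).
IL10 (ENSGALG00000000892, chromosome 26, 2504099 to 2506388) was at 0.298 ± 0.516 (SD, n = 3), 17.4 ± 7.67 (SD, n = 3) and 3.31 and 2.47, in the order mock, 1 dpi and 3 dpi libraries, and changed between the days by -2.18 (SE 0.39, adjusted p = 0.0022, limma with Benjamini-Hochberg adjustment). Its call was lost with a pseudocount of 0.1 (-2.48). The gene that the paper calls IL8L2 is entered as IL8 (ENSGALG00000026098, chromosome 4, 50355001 to 50359957), a member of a chemokine family with near copies, and changed by -1.76 between the days (adjusted p = 0.041, limma with Benjamini-Hochberg adjustment). That call was lost with library size scaling (-1.58), upper quartile factors (-1.65), library totals without the 50 most abundant genes (-1.57), a pseudocount of 0.1 (-1.79), no filter on low values, the scaled counts (-1.78) and the W covariate (-2.91), and without mock replicate 1 (-1.76), 1 dpi replicate 1 (-1.85) or 3 (-1.35) or 3 dpi replicate 4 (-1.21). IFNA1 (ENSGALG00000013245), taken here for the IFNA3 of the paper because the RefSeq table used for names gives that symbol for its NCBI gene, shares its range on chromosome Z (7216374 to 7334163) with IFNB and 3 more IFNA1 entries and is uncertain. It was listed at 0, 0 and 0.124 in the mock libraries, 3.50, 3.61 and 7.36 on 1 dpi and 1.08 and 1.75 on 3 dpi, with a change between the days of -1.22 (adjusted p = 0.0085, limma with Benjamini-Hochberg adjustment) that was not called without 3 dpi replicate 3 (-1.02) or with the W covariate (-1.31). The most abundant IFNA1 entry on this range, ENSGALG00000025984, had 2.42 ± 1.45 (SD, n = 3) in the mock group, 341 ± 315 (SD, n = 3) on 1 dpi and 21.1 and 39.5 on 3 dpi, a change between the days of -3.10 (adjusted p = 0.0068, limma with Benjamini-Hochberg adjustment). The remaining IFNA1 entries changed by -1.49 (ENSGALG00000026528) and -0.99 (ENSGALG00000027479) and IFNB (ENSGALG00000005759) by -0.08 (adjusted p = 0.021, 0.21 and 0.90, limma with Benjamini-Hochberg adjustment), the last 2 of them not called.
A list of 22 cell cycle genes fixed beforehand, in which PCNA and CDC2 have the highest mean FPKM, had a median log2 fold change of -0.56 on 1 dpi and -3.87 on 3 dpi against mock, and of -3.29 between the days (adjusted p = 1.2e-05, 5.5e-13 and 4.9e-13, camera with Benjamini-Hochberg adjustment). On 1 dpi 19 members were called lower (20 adjusted over the list alone), and in the other two comparisons all 22 were (22 adjusted over the list alone). The 67 ribosomal protein genes tested had medians of -0.32, -1.33 and -0.97 (adjusted p = 1.6e-07, 7.4e-17 and 6.5e-15, camera with Benjamini-Hochberg adjustment). On 3 dpi 64 of them were lower and 1 higher than in the mock group (65 called adjusted over the list alone), on 1 dpi 42 were lower (53 adjusted over the list alone), and between the days 63 were lower and 1 higher (66 adjusted over the list alone). RPL36 (ENSGALG00000000474, chromosome 28, 676818 to 677614), among the most abundant, had log2 fold changes against mock of -0.13 on 1 dpi and -1.03 on 3 dpi.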

The decreased expression genes were mainly clustered into DNA replication (e.g. DNA2, FEN1 and PCNA), cell cycle (e.g CCNA2, CDK1 and HDAC2), intestinal immune network for IgA production (IL10 and IL6), ribosome (MRPS6, RPL13 and so on), Toll-like receptor signalling pathway (CCL4, IL8L2 and so on), Fanconi anaemia pathway (e.g. RAD51 and RMI2), JAK-STAT signaling pathway (CSF3, IFNA3, PIK3R5 and so on), AGE-RAGE signalling pathway in diabetic complications (e.g. NFKB1, TGFBR2 and VCAM1) and cytokine-cytokine receptor interaction (e.g. CCL4, IFNA3 and IL18) (detailed information is shown in Additional file 1: Table S1).

### Validation of the RNA-Seq data by qRT-PCR

To validate the results of the RNA sequencing, qRT-PCR was carried out to determine the differentially expressed genes. Six (CCR2, CCR4, IL-6, IFN-*γ*, MHC-I, IL-15) genes were chosen for the qRT-PCR tests. The qRT-PCR results showed a similar expression pattern to that observed in the RNA sequencing analysis, even though the fold changes measured by the two methods were not entirely the same (data not shown, see Additional file 1: Table S2). 

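IL6 (ENSGALG00000010915, chromosome 2, 30995532 to 30998226) had an FPKM of 0.509 ± 0.805 (SD, n = 3) in the mock group and 134 ± 71.5 (SD, n = 3) on 1 dpi, and of 27.6 and 20.5 in the 3 dpi libraries. The IL6 log2 fold change against mock was 6.46 (SE 0.47) on 1 dpi and 4.16 (SE 0.53) on 3 dpi (adjusted p = 1.3e-04 and 3.1e-04, limma with Benjamini-Hochberg adjustment). From 1 dpi to 3 dpi IL6 changed by -2.30 (adjusted p = 0.0067, limma with Benjamini-Hochberg adjustment), a call that was lost with a pseudocount of 0.1 (-2.34) and on the scaled counts (-2.31). IFNG (ENSGALG00000009903, chromosome 1, 35013708 to 35017857) had an FPKM of 0.203 ± 0.156 (SD, n = 3) in the mock group and 36.7 ± 31.1 (SD, n = 3) on 1 dpi, and of 6.33 and 6.36 in the 3 dpi libraries. For IFNG, this gave log2 fold changes against mock of 4.66 (SE 0.50) on 1 dpi and 2.62 (SE 0.56) on 3 dpi (adjusted p = 6.6e-04 and 0.0041, limma with Benjamini-Hochberg adjustment).
CCR2 (ENSGALG00000011733, chromosome 2, 43274889 to 43275953) rose from 3.35 ± 0.770 (SD, n = 3) in the mock group to 19.6 ± 5.92 (SD, n = 3) on 1 dpi and 10.4 and 12.0 on 3 dpi. CCR2 thus had a log2 fold change of 2.22 (SE 0.22) on 1 dpi and 1.5 (SE 0.25) on 3 dpi against the mock group (adjusted p = 5.0e-04 and 0.0012, limma with Benjamini-Hochberg adjustment). CCR4 (ENSGALG00000011960, chromosome 2, 44992369 to 44994437) had an FPKM of 0.841 ± 0.351 (SD, n = 3) in the mock group and 4.66 ± 3.57 (SD, n = 3) on 1 dpi, and of 1.32 and 1.87 in the 3 dpi libraries. In CCR4, the log2 fold change against mock was 1.42 (SE 0.46) on 1 dpi and 0.51 (SE 0.52) on 3 dpi (adjusted p = 0.048 and 0.41, limma with Benjamini-Hochberg adjustment). The call of CCR4 on 1 dpi was lost without mock replicate 1 (1.46), 2 (1.26) or 3 (1.54), without 1 dpi replicate 2 (1.37) or 3 (0.94), without either 3 dpi library (1.42), without a filter on low values, with only the groups compared, with the replicate block and with the W covariate (1.74). IL15 (ENSGALG00000009870, chromosome 4, 29463073 to 29495702) had an FPKM of 5.2 ± 2.30 (SD, n = 3) in the mock group and 16.8 ± 8.80 (SD, n = 3) on 1 dpi, and of 23.0 and 29.0 in the 3 dpi libraries. The IL15 log2 fold change against mock was 1.49 (SE 0.39) on 1 dpi and 2.19 (SE 0.44) on 3 dpi (adjusted p = 0.024 and 0.0029, limma with Benjamini-Hochberg adjustment). IL15 on 1 dpi was not called without mock replicate 1 (1.18) or 3 (1.53), without 1 dpi replicate 3 (1.11) or with the W covariate (0.97).
The paper does not say which gene its MHC-I primers measured, and 4 MHC class I entries were tested, near copies of each other whose reads the authors' counting could have divided. All 4 were higher on both days, with log2 fold changes on 1 and 3 dpi of 1.56 and 2.76 for BF1 (ENSGALG00000000178, chromosome 16, 67623 to 76124), which shares its range with TAP1, 2.02 and 4.10 for BFIV21 (ENSGALG00000024372, chromosome 16, 59616 to 62099), and 1.44 and 1.63 for an entry YFV (ENSGALG00000029093, on an unplaced scaffold). The remaining entry, also YFV (ENSGALG00000024340, on an unplaced scaffold), is the one set beside the paper's MHC-I. It was chosen after the values of all 4 were seen, because its ratio of group means on 3 dpi lay closest to the paper's value, so its closeness is no evidence about that value. For YFV, this gave log2 fold changes against mock of 1.60 (SE 0.35) on 1 dpi and 1.74 (SE 0.39) on 3 dpi (adjusted p = 0.013 and 0.0054, limma with Benjamini-Hochberg adjustment). YFV on 1 dpi was not called with the W covariate (0.89). The ratio of group means on 3 dpi against mock was 3.33 for CCR2, 1.90 for CCR4, 47.2 for IL6, 31.2 for IFNG and 5.01 for IL15. For the MHC class I entries it was 6.73 for BF1, 18.2 for BFIV21, and 3.23 and 3.21 for the YFV entries, the last being the chosen one.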

The results revealed that the RNA sequencing results could represent all the gene expression variations.

## Discussions

IBDV can cause immune suppression of poultry and bring great economic losses for the poultry industry. The host generally displays a series of antiviral responses to IBDV infection, including natural and acquired immunity. Moreover, the host’s responses have different characteristics in different stages of infection. Therefore, studying the hosts’ immune responses in different stages of infection is very important for better understanding of the pathogenesis of pathogenic microbes. It is both reasonable and feasible to obtain these differentially expressed genes by the RNA sequencing along with the progress of transcriptome sequencing technology. In this manuscript, we report for the first time the transcriptome changes of chicken bursae during the early stage of IBDV infection by RNA-seq. The results displayed that, even if all samples were taken from the infection group, gene changes were not exactly the same for the days 1 and 3 post inoculation. 

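Over the 500 most variable genes a principal component analysis placed 36.5% of the variance on the first component and 23.0% on the second. The mock libraries lay between -48.6 and -36.5 on the first component, the 1 dpi libraries between 1.71 and 21.2, and the 3 dpi libraries at 52.1 and 42.3. On the second component the 1 dpi libraries, at 28.5 to 39.6, were apart from the mock libraries (-20.5 to -2.89) and the 3 dpi libraries (-24.7 and -37.8). The mean Euclidean distance on log2(FPKM + 1) was 92.1 between 1 and 3 dpi libraries, 91.1 between mock and 1 dpi and 105 between mock and 3 dpi, against 69.6, 68.9 and 66.7 within the mock group, 1 dpi and 3 dpi. The ratio of the mean distance between groups to that within groups was 1.38, and 1.76 over all genes tested instead, the alternative that moved it. Pearson's r across genes was 0.922 to 0.952 within groups, 0.820 to 0.896 between mock and 1 dpi libraries, 0.759 to 0.800 between 1 and 3 dpi and 0.701 to 0.748 between mock and 3 dpi libraries.

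**Figure D2:**
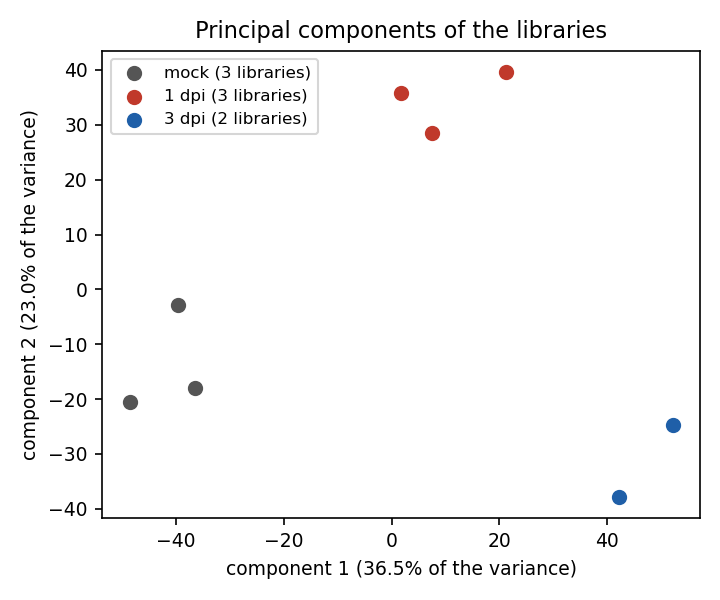
The 8 libraries on the first and second principal components of log2(FPKM + 1), with the percent of variance on each axis and 1 point per library, coloured by group. The 3 groups do not overlap, and the 1 dpi libraries lie at 28.5 or more on the second component.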

Meanwhile, there were differentially expressed genes between the infection group and the mock group post-infection.

Following infection and replication of IBDV, lots of T cells infiltrate the bursae of infected chickens [10], while IBDV causes injury to B cells and macrophages [11], thus inducing a so-called “cytokine storm”, such as proinflammatory cytokines, antiinflammatory cytokines, chemokines, interleukins, nitric oxide (NO) and so on. Obviously, it was no doubt that the primarily observing immune responses by host were displayed by the primary or secondary infected cells on 1 dpi. On 3 dpi, these immune signals might still be present, but they were being diluted and confounded by the responses of different (myeloid & lymphoid) cell types, some of which will be displaying their own activated phenotype. Therefore, it was difficult to work out the signals coming from the resident stromal or immigrating immune cells, especially with regard to the activation of those cells. 

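Marker genes of cell types, listed beforehand, describe how much RNA each type adds to the bursa but do not identify the cells. The 12 B cell markers had a median log2 fold change of -0.12 on 1 dpi, -4.44 on 3 dpi and -4.44 between the days (adjusted p = 0.50, 1.0e-05 and 4.5e-06, camera with Benjamini-Hochberg adjustment). On 3 dpi 11 were lower and 1 higher than in the mock group, on 1 dpi 3 were lower and 1 higher, and the same numbers (12 and 4) were called adjusted over the list alone. The most abundant, CD79B (ENSGALG00000000251, chromosome 27, 1622587 to 1627022), was at 549.8 ± 4.33 (SD, n = 3) in the mock group, 371 ± 65.5 (SD, n = 3) on 1 dpi and 7.19 and 7.01 on 3 dpi, and CXCR5 (ENSGALG00000007675, chromosome 24, 5590151 to 5595172) at 292 ± 5.28 (SD, n = 3), 265 ± 43.3 (SD, n = 3) and 5.89 and 10.9. They fell on 3 dpi by 6.09 and 5.01 on the log2 scale (adjusted p = 6.2e-07 and 4.0e-06, limma with Benjamini-Hochberg adjustment).
The macrophage list (16 genes) changed by 0.73 on 1 dpi, 0.63 on 3 dpi and -0.32 between the days (adjusted p = 8.3e-04, 0.73 and 0.12, camera with Benjamini-Hochberg adjustment). Its 9 calls on 1 dpi were all higher, while on 3 dpi 8 members were higher and 4 lower (12 adjusted over the list alone), the mean was only 0.01, and fry called the list lower. Between the days camera called it lower without 3 dpi replicate 3 (-0.56), as fry did on all libraries. LYZ (ENSGALG00000009963, chromosome 1, 35383275 to 35387002) and CTSS (ENSGALG00000000775, chromosome 25, 1700503 to 1705069) were its most abundant members, with log2 fold changes against mock of 0.44 and 1.24 on 1 dpi and 2.00 and 1.64 on 3 dpi. For heterophils, the chicken counterpart of neutrophils (12 genes), the medians were 2.45 on 1 dpi, 1.59 on 3 dpi and -1.12 between the days (adjusted p = 1.8e-05, 0.028 and 0.42, camera with Benjamini-Hochberg adjustment), with 9 genes higher on 1 dpi (9 adjusted over the list alone) and 7 on 3 dpi (5 adjusted over the list alone). One member, GAL6, is listed at 0 on 3 dpi, and without it the medians on 3 dpi and between the days were 1.76 and -0.93. Its most abundant members were ENSGALG00000027490 (chromosome 2, 3984171 to 3985312), at 0.54 and 1.43 against mock, and LYG2 (ENSGALG00000019141, chromosome 1, 131872945 to 131876224), at 7.08 and 5.76.
The epithelial list (16 genes) changed by -0.14 on 1 dpi, 2.33 on 3 dpi and 2.01 between the days (adjusted p = 0.93, 6.1e-06 and 4.5e-07, camera with Benjamini-Hochberg adjustment), with 5 members higher and 4 lower on 1 dpi (10 called adjusted over the list alone) and 15 higher on 3 dpi. On 1 dpi the median was below 0 while camera ranked the list upward, so no direction is given for that day. TACSTD1 (ENSGALG00000008969, chromosome 3, 8534387 to 8539545) rose by 1.38 on 1 dpi and 3.10 on 3 dpi, whereas KRT19 (ENSGALG00000019719, chromosome 27, 4500721 to 4644100), whose range covers other keratin genes, changed by -1.73 and 2.79. Fibroblast and matrix genes (15) had medians of 0.55 on 1 dpi, 1.44 on 3 dpi and 0.83 between the days (adjusted p = 0.042, 0.0021 and 0.012, camera with Benjamini-Hochberg adjustment). The call on 1 dpi was lost without mock replicate 1 (0.58), without 1 dpi replicate 2 (0.49) or 3 (0.45), without 3 dpi replicate 3 or 4 (0.55), with median-of-ratios factors, with only the groups compared, with the replicate block, under fry and with the W covariate (0.64). Without 3 dpi replicate 4 the value was 0.91 on 3 dpi and 0.45 between the days. Among them DCN (ENSGALG00000011274, chromosome 1, 43894096 to 43932320) changed by 0.37 on 1 dpi and 1.26 on 3 dpi, and ENSGALG00000023973 by 0.12 and 1.44.
Smooth muscle genes (11) had medians of 0.00 on 1 dpi, 2.01 on 3 dpi and 1.95 between the days (adjusted p = 0.38, 5.5e-04 and 2.6e-04, camera with Benjamini-Hochberg adjustment), and endothelial genes (12) of 0.19 on 1 dpi, 1.74 on 3 dpi and 1.53 between the days (adjusted p = 0.23, 2.4e-04 and 4.1e-04, camera with Benjamini-Hochberg adjustment). Of these, 9 and 12 were called higher on 3 dpi, the same numbers adjusted over each list alone. DES (ENSGALG00000011306, chromosome 7, 21638777 to 21682786), which shares its range with DNPEP and SPEG, and TAGLN (ENSGALG00000011902, chromosome 24, 5229236 to 5232028) were the most abundant smooth muscle genes, at 1.77 (adjusted p = 0.0011, limma with Benjamini-Hochberg adjustment) and 0.23 on 1 dpi and 3.06 and 2.42 on 3 dpi against mock. The most abundant endothelial genes were ENSGALG00000003515 (chromosome 18, 6825946 to 6842734) and CDH5 (ENSGALG00000005272, chromosome 11, 10982217 to 11011468), at 0.38 and 0.69 on 1 dpi and 1.29 and 1.85 on 3 dpi. The 5 erythrocyte genes tested had medians of 0.67 on 1 dpi, 0.44 on 3 dpi and -0.41 between the days (adjusted p = 0.27, 0.63 and 0.93, camera with Benjamini-Hochberg adjustment). limma called none of them on either day, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 the count was 1 on 1 dpi and 0 on 3 dpi and between the days, so no change was detected in HBAA (0.93 on 1 dpi) or HBB (0.54).

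**Figure D3:**
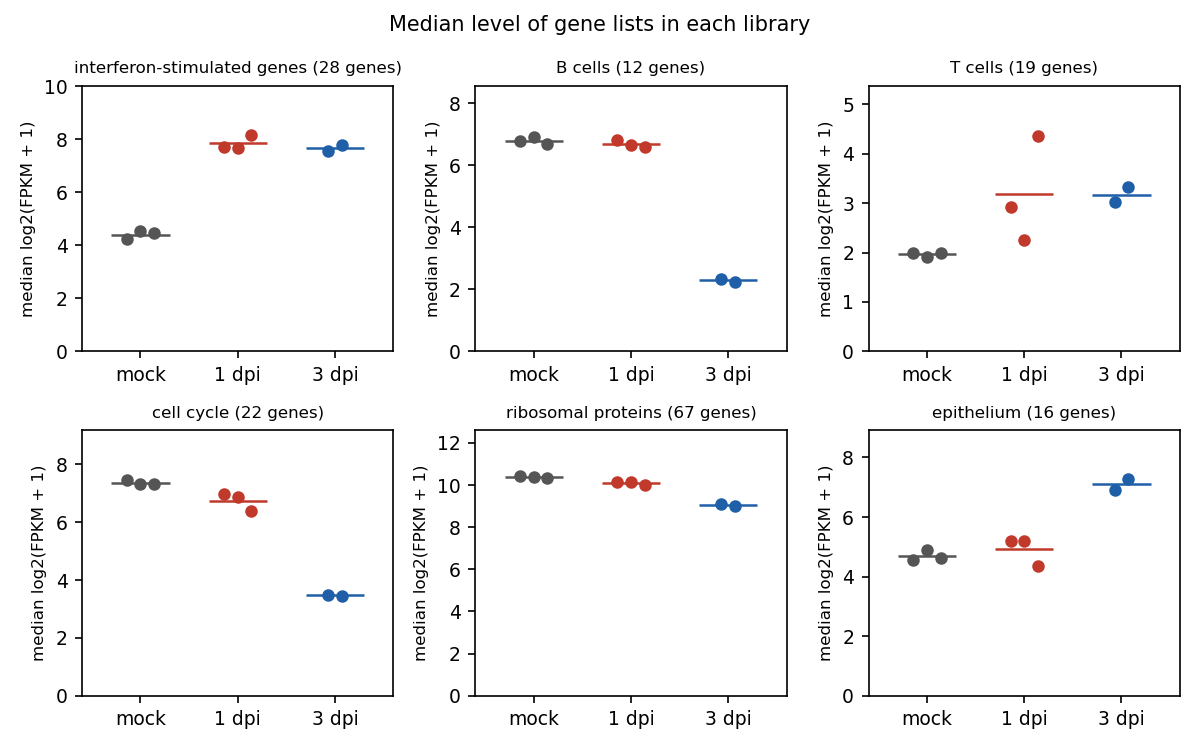
Median log2(FPKM + 1) of 6 gene lists, 1 panel each, with 1 point per library in grey for the mock group, red for 1 dpi and blue for 3 dpi and a horizontal line at the mean of each group. The B cell list lies between 6.59 and 6.90 in the mock and 1 dpi libraries and at 2.34 and 2.24 on 3 dpi.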

In this study, though similar results were shown in IBDV-infected DF1 cells at the early stage of infection [12], significant elevations of some important genes expression levels were displayed in the infection group and inflammatory response genes, antiviral related genes and these characteristic differentially expressed genes on 1 and 3 dpi were mainly observed.

### Inflammatory cytokine storm during the stage of IBDV infection

Inflammatory response genes, such as NOS2, IL6 and TNFRSF1B, were up-regulated while some positive regulation of inflammatory response genes, such as TLR3, STAT5 and LRRC32, were also elevated post-infection with IBDV. 

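NOS2 (ENSGALG00000005693, chromosome 19, 9192393 to 9211569) had an FPKM of 30.1 ± 23.0 (SD, n = 3) in the mock group and 867 ± 267 (SD, n = 3) on 1 dpi, and of 274 and 229 in the 3 dpi libraries. NOS2 thus had a log2 fold change of 5.00 (SE 0.46) on 1 dpi and 3.26 (SE 0.51) on 3 dpi against the mock group (adjusted p = 3.1e-04 and 8.7e-04, limma with Benjamini-Hochberg adjustment). TNFRSF1B (ENSGALG00000004419, chromosome 21, 5451978 to 5465671) had an FPKM of 11.8 ± 1.45 (SD, n = 3) in the mock group and 57 ± 12.9 (SD, n = 3) on 1 dpi, and of 20.0 and 27.5 in the 3 dpi libraries. In TNFRSF1B, the log2 fold change against mock was 2.16 (SE 0.19) on 1 dpi and 0.94 (SE 0.21) on 3 dpi (adjusted p = 2.8e-04 and 0.0058, limma with Benjamini-Hochberg adjustment). LRRC32 (ENSGALG00000000818, chromosome 1, 192794857 to 192798682) had an FPKM of 1.76 ± 0.655 (SD, n = 3) in the mock group and 19.5 ± 8.32 (SD, n = 3) on 1 dpi, and of 23.1 and 14.9 in the 3 dpi libraries. The LRRC32 log2 fold change against mock was 2.84 (SE 0.33) on 1 dpi and 2.86 (SE 0.37) on 3 dpi (adjusted p = 8.9e-04 and 3.2e-04, limma with Benjamini-Hochberg adjustment). The table has 1 entry for STAT5, which it describes as STAT5B (ENSGALG00000003282, chromosome 27, 4875164 to 4886606) while the RefSeq table used for names gives STAT5A for its NCBI gene, so which STAT5 gene it is stays uncertain. Its FPKM was 42.2 ± 1.13 (SD, n = 3) in the mock group, 100.3 ± 30.0 (SD, n = 3) on 1 dpi and 112 and 94.4 on 3 dpi. For STAT5, this gave log2 fold changes against mock of 1.19 (SE 0.19) on 1 dpi and 1.26 (SE 0.21) on 3 dpi (adjusted p = 0.0034 and 0.0012, limma with Benjamini-Hochberg adjustment).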

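CCL4 (ENSGALG00000000951, chromosome 19, 352190 to 378001) shares its range with TRIM68 and with a second CCL4 entry, so reads can be shared and its values are uncertain. It rose from 6.58 ± 0.478 (SD, n = 3) in the mock group to 556 ± 301 (SD, n = 3) on 1 dpi and 134 and 133 on 3 dpi. CCL4 thus had a log2 fold change of 6.07 (SE 0.31) on 1 dpi and 4.15 (SE 0.35) on 3 dpi against the mock group (adjusted p = 3.6e-05 and 4.7e-05, limma with Benjamini-Hochberg adjustment). Between the days CCL4 changed by -1.92 (adjusted p = 0.0022, limma with Benjamini-Hochberg adjustment). The second entry, ENSGALG00000000956, was at 4.97 ± 1.2 (SD, n = 3) in the mock group, 888 ± 356 (SD, n = 3) on 1 dpi and 785 and 1108 on 3 dpi, the more abundant of the pair in every infected library. Its log2 fold change against mock was 7.17 on 1 dpi and 7.31 on 3 dpi (adjusted p = 2.9e-05 and 3.5e-06, limma with Benjamini-Hochberg adjustment), and no fall between the days was detected (0.14, adjusted p = 0.72). CCL19 (ENSGALG00000028256, chromosome Z, 8222635 to 8225085) had an FPKM of 4.85 ± 2.53 (SD, n = 3) in the mock group and 1401 ± 696 (SD, n = 3) on 1 dpi, and of 227 and 356 in the 3 dpi libraries. In CCL19, the log2 fold change against mock was 7.88 (SE 0.40) on 1 dpi and 5.69 (SE 0.45) on 3 dpi (adjusted p = 3.6e-05 and 3.6e-05, limma with Benjamini-Hochberg adjustment). CXCL12 (ENSGALG00000028136, chromosome 6, 18559508 to 18577315) had an FPKM of 25.1 ± 3.14 (SD, n = 3) in the mock group and 78.7 ± 17.2 (SD, n = 3) on 1 dpi, and of 189 and 226 in the 3 dpi libraries. The CXCL12 log2 fold change against mock was 1.60 (SE 0.17) on 1 dpi and 3.00 (SE 0.19) on 3 dpi (adjusted p = 5.6e-04 and 1.3e-05, limma with Benjamini-Hochberg adjustment).
Of the receptors, CCR7 was higher than in the mock group on both days. CCR7 (ENSGALG00000027572, chromosome 27, 4467063 to 4476841) had an FPKM of 9.17 ± 1.42 (SD, n = 3) in the mock group and 42.7 ± 11.7 (SD, n = 3) on 1 dpi, and of 15.0 and 27.2 in the 3 dpi libraries. For CCR7, this gave log2 fold changes against mock of 2.08 (SE 0.26) on 1 dpi and 1.07 (SE 0.29) on 3 dpi (adjusted p = 0.0013 and 0.013, limma with Benjamini-Hochberg adjustment). Without 3 dpi replicate 4 the CCR7 change on 3 dpi was 0.66 and not called. CXCR4 (ENSGALG00000012357, chromosome 7, 30263671 to 30266354) went both ways, at 317 ± 38.3 (SD, n = 3) in the mock group, 633 ± 98.8 (SD, n = 3) on 1 dpi and 32.9 and 73.6 on 3 dpi. CXCR4 thus had a log2 fold change of 0.99 (SE 0.27) on 1 dpi and -2.65 (SE 0.31) on 3 dpi against the mock group (adjusted p = 0.029 and 2.0e-04, limma with Benjamini-Hochberg adjustment). Its rise on 1 dpi was not called without mock replicate 1 (1.00), 2 (0.90) or 3 (1.08), without 1 dpi replicate 1 (1.00) or 2 (0.88), or with the W covariate (1.17). From 1 dpi to 3 dpi CXCR4 changed by -3.64 (SE 0.31, adjusted p = 6.3e-05, limma with Benjamini-Hochberg adjustment).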

The chemokines (CCL4, CCL19, CXCL12) and their receptors (CCR5, CCR7 and CXCR4) were involved in inflammatory responses. Among these genes, LRRC32 (leucine rich repeat containing 32, also known as GARP) is critical for tethering TGF-*β* to the cell surface, and rearrangements of LRRC32 or a neighbouring gene may be important for the pathogenesis of hibernomas [13, 14]. The main sources of these chemokines are dendritic cells, T cells or white cells and their effector cells are T cells or other immune cells [15, 16]. Thus, these genes might be involved in virus antigen presentation and virus killing during IBDV infection.

Tumour necrosis factor α (TNF-α) is a pleiotropic cytokine and could respond to a wide range of stimuli [17]. 

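TNFSF10, the ligand TRAIL, was higher than in the mock group on both days. TNFSF10 (ENSGALG00000009179, chromosome 9, 18759709 to 18766555) had an FPKM of 224 ± 13.4 (SD, n = 3) in the mock group and 514 ± 89.3 (SD, n = 3) on 1 dpi, and of 784 and 400.4 in the 3 dpi libraries. In TNFSF10, the log2 fold change against mock was 1.18 (SE 0.24) on 1 dpi and 1.32 (SE 0.27) on 3 dpi (adjusted p = 0.0098 and 0.0032, limma with Benjamini-Hochberg adjustment). Without 3 dpi replicate 3 the TNFSF10 change on 3 dpi was 0.84, and with the W covariate the change on 1 dpi (1.27) was not called. TNFAIP2 (ENSGALG00000011446, chromosome 5, 50044677 to 50054344) had an FPKM of 19.1 ± 0.880 (SD, n = 3) in the mock group and 49.4 ± 15.2 (SD, n = 3) on 1 dpi, and of 89.8 and 83.1 in the 3 dpi libraries. The TNFAIP2 log2 fold change against mock was 1.28 (SE 0.19) on 1 dpi and 2.12 (SE 0.21) on 3 dpi (adjusted p = 0.0024 and 9.6e-05, limma with Benjamini-Hochberg adjustment). TNFRSF4 (ENSGALG00000001875, chromosome 21, 2547202 to 2552218) had an FPKM of 5.2 ± 0.701 (SD, n = 3) in the mock group and 80.7 ± 32.0 (SD, n = 3) on 1 dpi, and of 19.3 and 29.4 in the 3 dpi libraries. For TNFRSF4, this gave log2 fold changes against mock of 3.66 (SE 0.27) on 1 dpi and 2.01 (SE 0.30) on 3 dpi (adjusted p = 1.4e-04 and 7.5e-04, limma with Benjamini-Hochberg adjustment).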

Along the TNF-mediated signalling pathway, several gene expressions were largely influenced during IBDV infection, such as TNFSF10 and TNFAIP2. 

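TRAF2 (ENSGALG00000009014, chromosome 17, 531955 to 547794) had an FPKM of 23.0 ± 0.275 (SD, n = 3) in the mock group and 64.1 ± 12.1 (SD, n = 3) on 1 dpi, and of 51.0 and 58.3 in the 3 dpi libraries. TRAF2 thus had a log2 fold change of 1.42 (SE 0.13) on 1 dpi and 1.21 (SE 0.15) on 3 dpi against the mock group (adjusted p = 3.4e-04 and 2.6e-04, limma with Benjamini-Hochberg adjustment). As a ratio of mean FPKM, TRAF2 was at 2.79 on 1 dpi and 2.38 on 3 dpi relative to the mock group.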

In the present study, TNF receptor-associated factor 2 (TRAF2) was differentially up-regulated by two times compared to the mock group and has been shown to be essential for TNF-α-mediated activation of JNK. This could contribute to the activation of NF-kappaB and anti-apoptotic signals [18]. Moreover, tyrosine phosphorylation of signal transducer and activator of transcription 2 (STAT2) have been reported to be induced by activation of JAK kinases because of type I IFN binding to cell surface receptors, leading to activating the expression of interferon-stimulated genes and driving the cell into an antiviral state [19]; it was also increased during IBDV infection. 

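STAT2 (ENSGALG00000028750, on an unplaced scaffold) had an FPKM of 24.2 ± 1.11 (SD, n = 3) in the mock group and 163 ± 12.0 (SD, n = 3) on 1 dpi, and of 90.2 and 142 in the 3 dpi libraries. In STAT2, the log2 fold change against mock was 2.70 (SE 0.16) on 1 dpi and 2.18 (SE 0.18) on 3 dpi (adjusted p = 5.5e-05 and 3.9e-05, limma with Benjamini-Hochberg adjustment). The difference between 3 dpi and 1 dpi was -0.52 (SE 0.18, adjusted p = 0.035, limma with Benjamini-Hochberg adjustment).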

Tumour necrosis factor receptor superfamily member 4 (TNFRSF4), a receptor for TNFSF4/OX40L/GP34, is a costimulatory molecule implicated in long-term T cell immunity and could act as a receptor for human herpesvirus 6B [20, 21]. Tumor necrosis factor alpha-induced protein 2 (TNFAIP2) functions as an important pro-inflammatory gene and plays vital role in the process of inflammatory response [22].

#### Strong host antiviral immune responses were activated by IBDV infection

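A list of genes of natural killer and cytotoxic cells, fixed beforehand and with 9 genes tested, had a median log2 fold change of 1.57 on 1 dpi, 2.56 on 3 dpi and 0.74 between the days (adjusted p = 6.2e-04, 0.0075 and 0.25, camera with Benjamini-Hochberg adjustment). On 1 dpi 7 members were called higher and none lower (8 called adjusted over the list alone), and on 3 dpi 8 were called higher (8 adjusted over the list alone). Between the days limma called 4 members higher and 1 lower (5 adjusted over the list alone). GZMA (ENSGALG00000013548, chromosome Z, 16520886 to 16525301) had an FPKM of 5.47 ± 1.22 (SD, n = 3) in the mock group and 39.0 ± 30.5 (SD, n = 3) on 1 dpi, and of 147 and 135 in the 3 dpi libraries. The GZMA log2 fold change against mock was 2.35 (SE 0.51) on 1 dpi and 4.47 (SE 0.56) on 3 dpi (adjusted p = 0.012 and 3.0e-04, limma with Benjamini-Hochberg adjustment). ENSGALG00000026173 (on an unplaced scaffold), the other of its most abundant members, was at 40.8 ± 6.89 (SD, n = 3) in the mock group, 194 ± 140.0 (SD, n = 3) on 1 dpi and 481 and 595 on 3 dpi.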

After IBDV infection, some anti-infection genes were significantly changed without regard to the first day or third day post inoculation, including defense response to virus, positive regulation of T cell-mediated cytotoxicity and interferon-γ production and innate immune response. For response to virus, a total of 29 and 39 genes in the samples of chickens infected with IBDV on days 1 and 3 post inoculation, respectively, showed severe changes. 

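TLR3 (ENSGALG00000013468, chromosome 4, 60925661 to 60939133) had an FPKM of 4.01 ± 1.23 (SD, n = 3) in the mock group and 29.6 ± 6.45 (SD, n = 3) on 1 dpi, and of 47.3 and 55.7 in the 3 dpi libraries. For TLR3, this gave log2 fold changes against mock of 2.62 (SE 0.21) on 1 dpi and 3.41 (SE 0.23) on 3 dpi (adjusted p = 1.9e-04 and 2.0e-05, limma with Benjamini-Hochberg adjustment). RSAD2 (ENSGALG00000016400, chromosome 3, 94589239 to 94594293) had an FPKM of 2.43 ± 1.58 (SD, n = 3) in the mock group and 440.3 ± 129.9 (SD, n = 3) on 1 dpi, and of 346 and 344 in the 3 dpi libraries. RSAD2 thus had a log2 fold change of 7.07 (SE 0.33) on 1 dpi and 6.76 (SE 0.37) on 3 dpi against the mock group (adjusted p = 3.2e-05 and 7.9e-06, limma with Benjamini-Hochberg adjustment). GATA3 (ENSGALG00000006726, chromosome 1, 4288842 to 4318191) had an FPKM of 2.58 ± 0.517 (SD, n = 3) in the mock group and 8.71 ± 3.35 (SD, n = 3) on 1 dpi, and of 17.7 and 24.1 in the 3 dpi libraries. In GATA3, the log2 fold change against mock was 1.39 (SE 0.25) on 1 dpi and 2.61 (SE 0.28) on 3 dpi (adjusted p = 0.0064 and 1.5e-04, limma with Benjamini-Hochberg adjustment). With the W covariate the GATA3 change on 1 dpi was 1.17 and not called. SAMHD1 (ENSGALG00000001231, chromosome 20, 597387 to 623826), which shares its range with a microRNA, was at 52.1 ± 8.53 (SD, n = 3), 246 ± 36.0 (SD, n = 3) and 331 and 279 in the mock, 1 dpi and 3 dpi libraries. The SAMHD1 log2 fold change against mock was 2.22 (SE 0.15) on 1 dpi and 2.54 (SE 0.17) on 3 dpi (adjusted p = 9.5e-05 and 1.7e-05, limma with Benjamini-Hochberg adjustment).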

Among the genes associated with responses to virus, TLR3, IRF1, GATA3, SAMHD1 and RSAD2 were all significantly up-regulated on both day 1 and day 3 post infection. TLR3, mainly expressed in the surface of dendritic cells (DCs), macrophages and fibroblasts, recognizes viral dsRNA and is critically involved in innate antiviral responses [23]. The up-regulated expression of TLR3 has been shown in chickens and chicken embryo fibroblasts (CEFs) infected with IBDV, of which similar results were displayed in our study. Moreover, as one promoter regulator of the IFN-*α/β* genes and MHC-I antigens in chicken fibroblast cell line C32 [24, 25], IRF-1 was up-regulated to 12- and 7-fold changes in the infection group on days 1 and 3, respectively, while the fold change of the IRF-1 gene expression in CEFs was 23-fold in a previous study on day 3 following infection with IBDV [26]. 

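IRF1 (ENSGALG00000006785, chromosome 13, 16213206 to 16217341) had an FPKM of 60.5 ± 5.10 (SD, n = 3) in the mock group and 737 ± 212 (SD, n = 3) on 1 dpi, and of 402 and 439 in the 3 dpi libraries. For IRF1, this gave log2 fold changes against mock of 3.55 (SE 0.18) on 1 dpi and 2.78 (SE 0.21) on 3 dpi (adjusted p = 3.6e-05 and 2.7e-05, limma with Benjamini-Hochberg adjustment). As a ratio of mean FPKM this is 12.2 on 1 dpi and 6.95 on 3 dpi. The fall of IRF1 from 1 dpi to 3 dpi was -0.77 on the log2 scale (SE 0.21, adjusted p = 0.013, limma with Benjamini-Hochberg adjustment).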

GATA binding protein 3 (GATA3) belongs to the GATA family of transcription factors and plays an important role in T cell development. It has been displayed to improve the secretion of IL-4, IL-5 and IL-13 from Th2 cells and induce Th0 cells differentiation into a T cell subtype [27]. Therefore, over-expression of GATA3 might be involved with virus inhibition of infiltrated T cells in this study. SAM domain and HD domain-containing protein 1 (SAMHD1), is a cellular enzyme in dendritic cells, macrophages and monocytes, responsible for blocking the replication of HIV by depleting the intracellular pool of deoxynucleoside triphosphates [28–31]. Radical S-adenosyl methionine domain-containing protein 2 (RSAD2, also known as CIG5, viperin or CIG33) with 361 amino acids is usually upregulated and displays antiviral defence responses against some pathogens, such as bovine respiratory syncytial virus (BRSV) and hepatitis C virus [32, 33].

#### Host responses displayed significant differences on days 1 and 3 post inoculation

In our study, on day 1 post-infection, the cytokine-cytokine receptor interaction pathway, JAK-STAT signaling pathway, AGE-RAGE signaling pathway in diabetic complications, Toll-like receptor signaling pathway and intestinal immune network for IgA production were activated and related genes were largely up-regulated in the infection group (Fig. 3). However, on day 3 post-infection, many metabolism pathways were activated and participated in the process of viral infection. 

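The genes of Table S1 assigned to the cytokine-cytokine receptor pathway (10 tested) had a median log2 fold change of 2.38 on 1 dpi against mock, those of the AGE-RAGE pathway (6) 1.07 and those of the Toll-like receptor pathway (7) 1.08 (adjusted p = 2.2e-06, 1.7e-04 and 6.5e-04, camera with Benjamini-Hochberg adjustment). Of their members 8, 4 and 5 were called higher and none lower. The JAK-STAT genes (9) had a median of 0.21 and a mean of 1.71, with 5 higher and 1 lower (adjusted p = 0.028, camera with Benjamini-Hochberg adjustment), and this call was lost without 1 dpi replicate 1 (0.24) and with the requirement of at least 10 scaled counts in every library, where the median was -0.05. Without CSF3, which is listed at 0 in the mock group, the medians of the cytokine and JAK-STAT lists were 2.16 and 0.13. From 1 dpi to 3 dpi all 4 lists fell, by 2.06 for the cytokine, 1.52 for the JAK-STAT, 1.92 for the AGE-RAGE and 1.88 for the Toll-like receptor list on the log2 scale (largest adjusted p = 0.0012, camera with Benjamini-Hochberg adjustment). Against mock on 3 dpi the AGE-RAGE list was at -0.36 and not called (adjusted p = 0.42, camera with Benjamini-Hochberg adjustment), with a mean of 0.29, whereas limma's fry called it lower (adjusted p = 3.1e-04, with Benjamini-Hochberg adjustment). The authors selected these genes for their difference between 1 and 3 dpi in the same libraries.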

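For the pathways of Table 3 the median log2 fold change from 1 dpi to 3 dpi was 1.96 for glutathione metabolism, 1.46 for drug metabolism, 1.52 for amino sugar metabolism, 1.5 for the pentose phosphate pathway, 1.52 for xenobiotic metabolism, 1.30 for adherens junction, 1.48 for fructose and mannose metabolism, 1.78 for ECM-receptor interaction, 1.64 for tight junction and 1.53 for focal adhesion. All 10 were called by camera with Benjamini-Hochberg adjustment, with adjusted p from 1.7e-10 (focal adhesion) to 0.0012 (xenobiotic metabolism). Of the 107 entries tested, 99 were higher SDE genes on 3 dpi than on 1 dpi. In its Conclusions the paper states that the host answered mainly with antiviral responses in the early stage and that metabolic pathways took part in the middle stage of the infection.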

Wong has described that transcription profiles of IBDV-infected cells were also different at 24, 48, 72 and 96 h post-infection, which was in accordance with our results [3]. Hui et al*.* also reported that different isoforms were involved in IBDV infection at different time-points post-infection, such as the IFIT5-IRF1/3-RSAD5 pathway in the DF1 cells that was triggered in the early infection stage [12].

Early host responses were vital for prevention of viral infection and replication. 

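CSF3 (ENSGALG00000026420, chromosome 27, 4319124 to 4321713) was listed at 0 in all 3 mock libraries, so no fold change against the mock group is given. Its FPKM was 23.0, 20.3 and 38.2 in the 1 dpi libraries and 20.7 and 3.15 in 3 dpi replicates 3 and 4. The difference between 1 dpi and mock was called (adjusted p = 9.0e-04, limma with Benjamini-Hochberg adjustment). Between the days the log2 fold change was -1.52 (SE 0.62, adjusted p = 0.065, limma with Benjamini-Hochberg adjustment), not called on all libraries and called without 3 dpi replicate 3, where it was -2.71.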

Our study showed that CSF3 (Myelomonocytic growth factor) increased in the bursae of IBDV-infected chickens at 1 day post infection, which could induce leukotrienes and exert anti-HIV-1 effects [34]. FOS (FBJ murine osteosarcoma viral oncogene homolog), as a cellular immediate-early gene was markedly induced before expressions of the Epstein-Barr Virus (EBV) transactivator genes were activated [35], which was similar in the process of IBDV infection. Likewise, host immune-related genes, such as VCAM1, NFKB1 and TLR2/3, were also elevated at the early stage in the infection group, which were consistent with many previous reports [36–38].

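FOS encodes a subunit of the transcription factor AP-1. FOS (ENSGALG00000028037, chromosome 5, 37501649 to 37502995) had an FPKM of 8.69 ± 2.04 (SD, n = 3) in the mock group and 128 ± 33.2 (SD, n = 3) on 1 dpi, and of 42.6 and 25.7 in the 3 dpi libraries. FOS thus had a log2 fold change of 3.72 (SE 0.26) on 1 dpi and 1.84 (SE 0.29) on 3 dpi against the mock group (adjusted p = 1.1e-04 and 9.5e-04, limma with Benjamini-Hochberg adjustment).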

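VCAM1 (ENSGALG00000005257, chromosome 8, 10818883 to 10826594) was at 23.5 ± 0.699 (SD, n = 3) in the mock group, 619 ± 336 (SD, n = 3) on 1 dpi and 114 and 191 on 3 dpi. In VCAM1, the log2 fold change against mock was 4.50 (SE 0.40) on 1 dpi and 2.61 (SE 0.45) on 3 dpi (adjusted p = 2.8e-04 and 0.0014, limma with Benjamini-Hochberg adjustment). VCAM1 changed between the days by -1.90 (adjusted p = 0.0075, limma with Benjamini-Hochberg adjustment), which was not called without 3 dpi replicate 3 (-1.53) or with the W covariate (-1.93). NFKB1 (ENSGALG00000012304, chromosome 4, 60395342 to 60452343) was at 53.9 ± 0.630 (SD, n = 3) in the mock group, 114 ± 17.7 (SD, n = 3) on 1 dpi and 50.1 and 48.4 on 3 dpi. The NFKB1 log2 fold change against mock was 1.06 (SE 0.11) on 1 dpi and -0.13 (SE 0.12) on 3 dpi (adjusted p = 5.5e-04 and 0.38, limma with Benjamini-Hochberg adjustment). The NFKB1 change between the days was -1.18 (adjusted p = 1.5e-04, limma with Benjamini-Hochberg adjustment). TLR2 has 2 neighbouring and similar genes in chicken, whose reads the authors' counting could have divided. TLR2-1 (ENSGALG00000009237, chromosome 4, 19505914 to 19508259) was at 29.4 ± 0.226 (SD, n = 3) in the mock group, 27.7 ± 1.18 (SD, n = 3) on 1 dpi and 8.83 and 12.3 on 3 dpi. For TLR2-1, this gave log2 fold changes against mock of -0.09 (SE 0.12) on 1 dpi and -1.41 (SE 0.13) on 3 dpi (adjusted p = 0.58 and 8.0e-05, limma with Benjamini-Hochberg adjustment). TLR2-2 (ENSGALG00000009239, chromosome 4, 19209334 to 19210887) was at 72.4 ± 5.04 (SD, n = 3) in the mock group, 62.3 ± 4.60 (SD, n = 3) on 1 dpi and 10.9 and 15.3 on 3 dpi. TLR2-2 thus had a log2 fold change of -0.21 (SE 0.13) on 1 dpi and -2.40 (SE 0.15) on 3 dpi against the mock group (adjusted p = 0.23 and 1.2e-05, limma with Benjamini-Hochberg adjustment).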

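MYL9 (ENSGALG00000028567, chromosome 20, 453446 to 460971), a myosin light chain of smooth muscle, had an FPKM of 20.0 ± 9.72 (SD, n = 3) on 1 dpi and of 94.9 and 95.7 on 3 dpi, and 19.8 ± 5.15 (SD, n = 3) in the mock group. Its log2 fold change between the days was 2.29 (SE 0.34, adjusted p = 9.1e-04, limma with Benjamini-Hochberg adjustment), while on 1 dpi it differed from mock by -0.06 (adjusted p = 0.90, limma with Benjamini-Hochberg adjustment). GMPPA (ENSGALG00000002417, chromosome 7, 21632940 to 21636638), which encodes GDP-mannose pyrophosphorylase A, rose from 33.9 ± 1.35 (SD, n = 3) on 1 dpi to 79.0 and 58.9 on 3 dpi, by 0.99 on the log2 scale (SE 0.13, adjusted p = 4.0e-04, limma with Benjamini-Hochberg adjustment).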

In the current study, several metabolic pathways-associated genes were involved on day 3 post-infection with IBDV, such as MYL9, GSTA and GMPPA, and these corresponding genes changed significantly compared with those on day 1. Among them, many metabolic pathways played vital roles in tissue injury and cytoskeleton repair, which might meet higher metabolic demands for virus replication and bursal injury repair during the middle stage of IBDV infection. It has been suggested that glycosaminoglycan could participate in a variety of biological processes, including cell-matrix interactions and activation of chemokines, enzymes and growth factors, and be used as a candidate to enhance chronic wound repair [39, 40]. Sun et al*.* have displayed that an array of factors involved in glycerophospholipid metabolism, arachidonic acid metabolism and tryptophan metabolism pathways were activated during human hepatitis C virus infection and arachidonic acid metabolism was also an up-regulated marker of neuro-inflammation in HIV-1 transgenic rats [41, 42]. Moreover, glycosphingolipid biosynthesis played an important role in nephritis development and CD1d-mediated lipid antigen presentation [43, 44]. Glutamine is used in the tricarboxylic acid cycle and human cytomegalovirus infection could activate the mechanisms that switch the anaplerotic substrate from glucose to glutamine to meet the biosynthetic and energetic needs of the viral infection [45].

## Conclusions

Host (including fibroblast, DF1 and bursal cells) immune responses against IBDV have been widely reported, and many genes involved in viral infection have been studied. However, there were few reports on bursae-virus interactions in the early stage of IBDV infection by RNA-Seq. The results presented in this study have shown that lots of T cell infiltrated into bursae post IBDV infection accompanied with host immune responses and inflammatory responses. 

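A list of T cell genes fixed beforehand, with 19 tested, had a median log2 fold change of 1.11 on 1 dpi, 1.02 on 3 dpi and -0.10 between the days (adjusted p = 5.2e-04, 0.065 and 0.76, camera with Benjamini-Hochberg adjustment). On 1 dpi 5 members were called higher and 1 lower (4 called adjusted over the list alone), and on 3 dpi 4 were higher and 1 lower (5 adjusted over the list alone). The value on 1 dpi was 0.44 without 1 dpi replicate 3, and still called. On 3 dpi the list was called without 1 dpi replicate 2 or 3, with a pseudocount of 0.1 (1.39), with only the groups compared, and on the scaled counts (1.36), but not on all libraries. CD3D (ENSGALG00000007418, chromosome 24, 5480466 to 5482943) had an FPKM of 71.2 ± 6.55 (SD, n = 3) in the mock group and 117 ± 78.5 (SD, n = 3) on 1 dpi, and of 142 and 118 in the 3 dpi libraries. In CD3D, the log2 fold change against mock was 0.53 (SE 0.38) on 1 dpi and 0.85 (SE 0.43) on 3 dpi (adjusted p = 0.31 and 0.11, limma with Benjamini-Hochberg adjustment). CD3E (ENSGALG00000007416, chromosome 24, 5471599 to 5478513) had an FPKM of 16.6 ± 2.18 (SD, n = 3) in the mock group and 48.3 ± 44.7 (SD, n = 3) on 1 dpi, and of 73.7 and 70.3 in the 3 dpi libraries. The CD3E log2 fold change against mock was 1.11 (SE 0.54) on 1 dpi and 2.06 (SE 0.60) on 3 dpi (adjusted p = 0.14 and 0.017, limma with Benjamini-Hochberg adjustment).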

Overall, the host mainly displayed antiviral responses in the early stage of viral infection while many metabolic pathways were involved in the middle stage of viral infection. Therefore, finding an effective method of promoting IBDV-infected cells apoptosis and improving antiviral responses might be the best way to delay virus replication in the early stage. Moreover, inhibition of metabolic pathways may be an effective method of inhibiting the spread of the virus and the formation of a large amount of connective tissue in the middle or latent stages of viral infection.

## Additional file

Additional file 1: Supplementary Tables 1–6.

## Abbreviations

EBV: Epstein-Barr Virus
IBDV: Infectious bursal disease virus
qRT-PCR: Quantitative real-time PCR
SDE: Significantly differentially expressed
SPF: Specific-pathogen-free

## References

[1] Ruby T, Whittaker C, Withers DR, Chelbi-Alix MK, Morin V, Oudin A, Young JR, Zoorob R (2006). Transcriptional profiling reveals a possible role for the timing of the inflammatory response in determining susceptibility to a viral infection. J Virol.

[2] Rauw F, Lambrecht B, van den Berg T (2007). Pivotal role of ChIFNgamma in the pathogenesis and immunosuppression of infectious bursal disease. Avian Pathology.

[3] Wong RT, Hon CC, Zeng F, Leung FC (2007). Screening of differentially expressed transcripts in infectious bursal disease virus-induced apoptotic chicken embryonic fibroblasts by using cDNA microarrays. J Gen Virol.

[4] Cloonan N, Forrest AR, Kolle G, Gardiner BB, Faulkner GJ, Brown MK, Taylor DF, Steptoe AL, Wani S, Bethel G (2008). Stem cell transcriptome profiling via massive-scale mRNA sequencing. Nat Methods.

[5] Liu J, Zhou J, Kwang J (2002). Antigenic and molecular characterization of recent infectious bursal disease virus isolates in China. Virus Genes.

[6] Ou CB, Pan Q, Chen X, Hou N, He C (2012). Protocatechuic acid, a new active substance against the challenge of avian infectious bursal disease virus. Poult Sci.

[7] Li H, Wang T, Xu C, Wang D, Ren J, Li Y, Tian Y, Wang Y, Jiao Y, Kang X (2015). Transcriptome profile of liver at different physiological stages reveals potential mode for lipid metabolism in laying hens. BMC Genomics.

[8] Staines K, Batra A, Mwangi W, Maier HJ, Van Borm S, Young JR, Fife M, Butter C (2016). A Versatile Panel of Reference Gene Assays for the Measurement of Chicken mRNA by Quantitative PCR. PLoS One.

[9] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[10] Kim IJ, You SK, Kim H, Yeh HY, Sharma JM (2000). Characteristics of bursal T lymphocytes induced by infectious bursal disease virus. J Virol.

[11] Palmquist JM, Khatri M, Cha RM, Goddeeris BM, Walcheck B, Sharma JM (2006). In vivo activation of chicken macrophages by infectious bursal disease virus. Viral Immunol.

[12] Hui RK, Leung FC (2015). Differential Expression Profile of Chicken Embryo Fibroblast DF-1 Cells Infected with Cell-Adapted Infectious Bursal Disease Virus. PLoS One.

[13] Tran DQ, Andersson J, Wang R, Ramsey H, Unutmaz D, Shevach EM (2009). GARP (LRRC32) is essential for the surface expression of latent TGF-beta on platelets and activated FOXP3+ regulatory T cells. Proc Natl Acad Sci U S A.

[14] Maire G, Forus A, Foa C, Bjerkehagen B, Mainguene C, Kresse SH, Myklebost O, Pedeutour F (2003). 11q13 alterations in two cases of hibernoma: large heterozygous deletions and rearrangement breakpoints near GARP in 11q13.5. Genes Chromosomes Cancer.

[15] Sallusto F, Baggiolini M (2008). Chemokines and leukocyte traffic. Nat Immunol.

[16] Bleul CC, Boehm T (2000). Chemokines define distinct microenvironments in the developing thymus. Eur J Immunol.

[17] Sethu S, Melendez AJ (2011). New developments on the TNFalpha-mediated signalling pathways. Biosci Rep.

[18] Li X, Yang Y, Ashwell JD (2002). TNF-RII and c-IAP1 mediate ubiquitination and degradation of TRAF2. Nature.

[19] Bluyssen HA, Levy DE (1997). Stat2 is a transcriptional activator that requires sequence-specific contacts provided by stat1 and p48 for stable interaction with DNA. J Biol Chem.

[20] Baum PR, Gayle RB, Ramsdell F, Srinivasan S, Sorensen RA, Watson ML, Seldin MF, Clifford KN, Grabstein K, Alderson MR (1994). Identification of OX40 ligand and preliminary characterization of its activities on OX40 receptor. Circ Shock.

[21] Tang H, Serada S, Kawabata A, Ota M, Hayashi E, Naka T, Yamanishi K, Mori Y (2013). CD134 is a cellular receptor specific for human herpesvirus-6B entry. Proc Natl Acad Sci U S A.

[22] Mookherjee N, Brown KL, Bowdish DM, Doria S, Falsafi R, Hokamp K, Roche FM, Mu R, Doho GH, Pistolic J (2006). Modulation of the TLR-mediated inflammatory response by the endogenous human host defense peptide LL-37. J Immunol.

[23] Yang Y, Wang SY, Huang ZF, Zou HM, Yan BR, Luo WW, Wang YY (2016). The RNA-binding protein Mex3B is a coreceptor of Toll-like receptor 3 in innate antiviral response. Cell Res.

[24] Samuel CE (2001). Antiviral actions of interferons. Clin Microbiol Rev.

[25] Zoeller B, Popp M, Walter A, Redmann-Muller I, Lodemann E, Jungwirth C (1998). Overexpression of chicken interferon regulatory factor-1 (Ch-IRF-1) induces constitutive expression of MHC class I antigens but does not confer virus resistance to a permanent chicken fibroblast cell line. Gene.

[26] Li YP, Handberg KJ, Juul-Madsen HR, Zhang MF, Jorgensen PH (2007). Transcriptional profiles of chicken embryo cell cultures following infection with infectious bursal disease virus. Arch Virol.

[27] Yagi R, Zhu J, Paul WE (2011). An updated view on transcription factor GATA3-mediated regulation of Th1 and Th2 cell differentiation. Int Immunol.

[28] Berger A, Sommer AF, Zwarg J, Hamdorf M, Welzel K, Esly N, Panitz S, Reuter A, Ramos I, Jatiani A (2011). SAMHD1-deficient CD14+ cells from individuals with Aicardi-Goutieres syndrome are highly susceptible to HIV-1 infection. PLoS Pathog.

[29] Hrecka K, Hao C, Gierszewska M, Swanson SK, Kesik-Brodacka M, Srivastava S, Florens L, Washburn MP, Skowronski J (2011). Vpx relieves inhibition of HIV-1 infection of macrophages mediated by the SAMHD1 protein. Nature.

[30] Laguette N, Sobhian B, Casartelli N, Ringeard M, Chable-Bessia C, Segeral E, Yatim A, Emiliani S, Schwartz O, Benkirane M (2011). SAMHD1 is the dendritic- and myeloid-cell-specific HIV-1 restriction factor counteracted by Vpx. Nature.

[31] Lahouassa H, Daddacha W, Hofmann H, Ayinde D, Logue EC, Dragin L, Bloch N, Maudet C, Bertrand M, Gramberg T (2012). SAMHD1 restricts the replication of human immunodeficiency virus type 1 by depleting the intracellular pool of deoxynucleoside triphosphates. Nat Immunol.

[32] Lin C, Agnes JT, Behrens N, Shao M, Tagawa Y, Gershwin LJ, Corbeil LB (2016). Histophilus somni Stimulates Expression of Antiviral Proteins and Inhibits BRSV Replication in Bovine Respiratory Epithelial Cells. PLoS One.

[33] Hinson ER, Cresswell P (2009). The antiviral protein, viperin, localizes to lipid droplets via its N-terminal amphipathic alpha-helix. Proc Natl Acad Sci U S A.

[34] Flamand L, Borgeat P, Lalonde R, Gosselin J (2004). Release of anti-HIV mediators after administration of leukotriene B4 to humans. J Infect Dis.

[35] Ye J, Gradoville L, Miller G (2010). Cellular immediate-early gene expression occurs kinetically upstream of Epstein-Barr virus bzlf1 and brlf1 following cross-linking of the B cell antigen receptor in the Akata Burkitt lymphoma cell line. J Virol.

[36] Zhang Q, Huang C, Yang Q, Gao L, Liu HC, Tang J, Feng WH (2016). MicroRNA-30c Modulates Type I IFN Responses To Facilitate Porcine Reproductive and Respiratory Syndrome Virus Infection by Targeting JAK1. J Immunol.

[37] Connolly-Andersen AM, Moll G, Andersson C, Akerstrom S, Karlberg H, Douagi I, Mirazimi A (2011). Crimean-Congo hemorrhagic fever virus activates endothelial cells. J Virol.

[38] Lee CC, Wu CC, Lin TL (2014). Chicken melanoma differentiation-associated gene 5 (MDA5) recognizes infectious bursal disease virus infection and triggers MDA5-related innate immunity. Arch Virol.

[39] Peplow PV (2005). Glycosaminoglycan: a candidate to stimulate the repair of chronic wounds. Thromb Haemost.

[40] Taylor KR, Gallo RL (2006). Glycosaminoglycans and their proteoglycans: host-associated molecular patterns for initiation and modulation of inflammation. FASEB J.

[41] Sun H, Zhang A, Yan G, Piao C, Li W, Sun C, Wu X, Li X, Chen Y, Wang X (2013). Metabolomic analysis of key regulatory metabolites in hepatitis C virus-infected tree shrews. Molecular & Cellular Proteomics.

[42] Ramadan E, Basselin M, Chang L, Chen M, Ma K, Rapoport SI (2012). Chronic lithium feeding reduces upregulated brain arachidonic acid metabolism in HIV-1 transgenic rat. J. Neuroimmune Pharmacol..

[43] Iyer AK, Liu J, Gallo RM, Kaplan MH, Brutkiewicz RR (2015). STAT3 promotes CD1d-mediated lipid antigen presentation by regulating a critical gene in glycosphingolipid biosynthesis. Immunology.

[44] Sundararaj KP, Thiyagarajan T, Molano I, Basher F, Powers TW, Drake RR, Nowling TK (2015). FLI1 Levels Impact CXCR3 Expression and Renal Infiltration of T Cells and Renal Glycosphingolipid Metabolism in the MRL/lpr Lupus Mouse Strain. J Immunol.

[45] Chambers JW, Maguire TG, Alwine JC (2010). Glutamine metabolism is essential for human cytomegalovirus infection. J Virol.

[46] Wang S, Teng Q, Jia L, Sun X, Wu Y, Zhou J. Infectious bursal disease virus influences the transcription of chicken gammac and gammac family cytokines during infection. PloS One. 2014;9(1):e84503.10.1371/journal.pone.0084503PMC388700824416239

[47] Annamalai T, Selvaraj RK. Chicken chemokine receptors in T cells isolated from lymphoid organs and in splenocytes cultured with concanavalin A. Poultry science. 2010;89(11):2419–25.10.3382/ps.2010-0096820952705

# Supplementary material for: Transcription profiles of the responses of chicken bursae of Fabricius to IBDV in different timing phases
**Source:** Virol J. 2017 May 10;14:93. doi: 10.1186/s12985-017-0757-x
**Supplement:** Additional file 1: — Supplementary Tables 1–6.

Additional file 1: Table S1 Characteristics differentially expressed genes of the infection group on 1 and 3 dpi used in the heat-map

Additional file 1: Table S2 Expression patterns of the seven selected genes for quantitative real-time PCR

| Gene name | qRT-PCR | RNA-seq |
| --- | --- | --- |
| CCR2 | 4.52 | 3.33 |
| CCR4 | 2.11 | 1.90 |
| IL-6 | 50.67 | 47.24 |
| IFN-γ | 60.93 | 31.20 |
| MHC-I | 4.24 | 3.21 |
| IL-15 | 4.24 | 5.01 |

.

Additional file 1: Table S3 Top GO analysis of down-regulated SDE genes in the infection group on 1 dpi

| GO_ID | Description | TYPE | qvalue | genes |
| --- | --- | --- | --- | --- |
| GO:0070062 | extracellular vesicular exosome | cellular_component | 5.928e-02 | AK1 ALDOB MXRA8 LUM OGN |
| GO:0065010 | extracellular membrane-bounded organelle | cellular_component | 5.986e-02 | AK1 ALDOB MXRA8 LUM OGN |
| GO:0022008 | neurogenesis | biological_process | 1.104e-01 | APCDD1 MXRA8 LUM OGN |
| GO:0031988 | membrane-bounded vesicle | cellular_component | 1.448e-01 | AK1 ALDOB MXRA8 LUM OGN |
| GO:0005576 | extracellular region | cellular_component | 7.297e-02 | AK1 LUM OGN ALDOB MXRA8 C4ORF48 IGFBP2 COL17A1 CHRDL1 |
| GO:0031982 | vesicle | cellular_component | 1.577e-01 | AK1 ALDOB MXRA8 LUM OGN |
| GO:0007399 | nervous system development | biological_process | 2.723e-01 | APCDD1 MXRA8 LUM OGN |
| GO:0048468 | cell development | biological_process | 2.818e-01 | MXRA8 LUM OGN MYH11 |
| GO:0007275 | multicellular organismal development | biological_process | 2.904e-01 | MYH11 MXRA8 APCDD1 LUM OGN ALDOB HOXD13 CHRDL1 |
| GO:0032502 | developmental process | biological_process | 2.926e-01 | MYH11 MXRA8 APCDD1 LUM OGN TMEM237 ALDOB HOXD13 CHRDL1 |
| GO:0009653 | anatomical structure morphogenesis | biological_process | 4.411e-01 | LUM OGN MYH11 TMEM237 |
| GO:0007166 | cell surface receptor signaling pathway | biological_process | 4.502e-01 | APCDD1 OGN TMEM237 IGFBP2 |
| GO:0030154 | cell differentiation | biological_process | 5.006e-01 | APCDD1 LUM OGN MYH11 MXRA8 |
| GO:0005515 | protein binding | molecular_function | 6.792e-01 | MYH11 IGFBP2 HES4 APCDD1 LUM OGN ALDOB |
| GO:0019438 | aromatic compound biosynthetic process | biological_process | 9.185e-01 | HES4 AK1 LUM HNRPK HOXD13 |

Additional file 1: Table S4 Top GO enrichment of up-regulated SDE genes in the infection group on 1 dpi

| GO_ID | Description | TYPE | qvalue | genes |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| GO:0034097 | response to cytokine | biological_process | 1.205e-02 | HSPA5 TIMP2 EGR1 NFKB1 |
| GO:0006954 | inflammatory response | biological_process | 1.330e-02 | IL18 IL10 LY86 NFKB1 |
| GO:0009725 | response to hormone | biological_process | 7.733e-03 | IL10 EGR1 TIMP2 NFKB1 SIK1 |
| GO:0032269 | negative regulation of cellular protein metabolic process | biological_process | 1.412e-02 | IL10 TIMP2 PTPRJ TIMP3 |
| GO:0009617 | response to bacterium | biological_process | 1.620e-02 | IL18 IL10 NFKB1 GAL7 |
| GO:0043086 | negative regulation of catalytic activity | biological_process | 1.134e-02 | PTPRJ TIMP3 HRAS1 TIMP2 NFKB1 |
| GO:0030163 | protein catabolic process | biological_process | 1.002e-02 | HSPA5 IL10 TIMP2 TIMP3 |
| GO:0043549 | regulation of kinase activity | biological_process | 6.809e-03 | HSPA5 PTPRJ HRAS1 PIK3R5 NFKB1 |
| GO:0009611 | response to wounding | biological_process | 8.442e-03 | IL18 HRAS1 IL10 LY86 NFKB1 |
| GO:0043408 | regulation of MAPK cascade | biological_process | 1.395e-02 | CDH2 PTPRJ HRAS1 NFKB1 |
| GO:0045859 | regulation of protein kinase activity | biological_process | 1.449e-02 | HSPA5 PTPRJ HRAS1 NFKB1 |
| GO:0000165 | MAPK cascade | biological_process | 1.605e-02 | CDH2 PTPRJ HRAS1 NFKB1 |
| GO:0006955 | immune response | biological_process | 1.188e-02 | IL18 PTPRJ IL10 LY86 NFKB1 |
| GO:1902533 | positive regulation of intracellular signal transduction | biological_process | 1.755e-02 | CDH2 HRAS1 IL10 NFKB1 |
| GO:0023014 | signal transduction by phosphorylation | biological_process | 1.994e-02 | CDH2 PTPRJ HRAS1 NFKB1 |
| GO:0009968 | negative regulation of signal transduction | biological_process | 2.092e-02 | HSPA5 CDH2 PTPRJ EGR1 |
| GO:0019899 | enzyme binding | molecular_function | 1.681e-02 | HSPA5 CDH2 TIMP3 TIMP2 EGR1 |
| GO:0010033 | response to organic substance | biological_process | 6.869e-03 | HSPA5 IL10 EGR1 IL18 TIMP3 TIMP2 NFKB1 SIK1 |
| GO:0042325 | regulation of phosphorylation | biological_process | 1.285e-02 | HSPA5 HRAS1 CDH2 PTPRJ PIK3R5 NFKB1 |

Additional file 1: Table S5 Top GO enrichment of down-regulated SDE genes in the infection group on 3 dpi

| GO_ID | Description | TYPE | qvalue | genes |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| GO:0006273 | lagging strand elongation | biological_process | 1.558e-01 | LIG4 FEN1 PARP1 DNA2 |
| GO:0034508 | centromere complex assembly | biological_process | 2.063e-03 | ITGB3BP CENPH CENPO CENPW CENPT MIS12 CENPI CENPN CENPP CENPA |
| GO:0051382 | kinetochore assembly | biological_process | 7.607e-02 | CENPT CENPH MIS12 CENPW CENPA |
| GO:0006266 | DNA ligation | biological_process | 7.607e-02 | LIG4 HMG1 TOP2A PARP1 RAD51A |
| GO:0000794 | condensed nuclear chromosome | cellular_component | 3.835e-02 | CHEK1 MIS12 RPA1 NDC80 CENPA RAD51A |
| GO:0000400 | four-way junction DNA binding | molecular_function | 1.558e-01 | HMG1 HMGB2 HMGB1 RAD51A |
| GO:0022627 | cytosolic small ribosomal subunit | cellular_component | 1.520e-02 | RPS27A RPS12 RPS17 RPS15 RPS4 RPSA RPS6 RPS13 |
| GO:0006303 | double-strand break repair via nonhomologous end joining | biological_process | 1.242e-01 | LIG4 DCLRE1A DCLRE1B DCLRE1C XRCC6 |
| GO:0000777 | condensed chromosome kinetochore | cellular_component | 4.934e-03 | ITGB3BP CENPH NUF2 CENPK APITD1 CENPW CENPT MIS12 NDC80 CENPA |
| GO:0022625 | cytosolic large ribosomal subunit | cellular_component | 9.296e-04 | RPL26 RPL7 RPL39 RPL7A RPL37A RPL13 RPL22 RPL35 RPL30 RPL15 RPLP1 RPL5 RPL36 |
| GO:0000793 | condensed chromosome | cellular_component | 7.863e-05 | NUF2 SMC5 CENPW RAD51A CENPT HMG1 HMGB2 CENPA ITGB3BP CHEK1 CENPH CENPK APITD1 SMC2 MIS12 RPA1 NDC80 |
| GO:0009113 | purine nucleobase biosynthetic process | biological_process | 2.289e-01 | HPRT1 AIRC PPAT ADA |
| GO:0016282 | eukaryotic 43S preinitiation complex | cellular_component | 2.289e-01 | EIF3H EIF3M EIF3E EIF3L |
| GO:0008301 | DNA binding, bending | molecular_function | 2.289e-01 | HMG1 HMGB2 TOP2A HMGB1 |
| GO:0005852 | eukaryotic translation initiation factor 3 complex | cellular_component | 2.289e-01 | EIF3H EIF3M EIF3E EIF3L |
| GO:0051298 | centrosome duplication | biological_process | 2.289e-01 | SASS6 CHMP4B NDE1 CHORDC1 |
| GO:0000779 | condensed chromosome, centromeric region | cellular_component | 7.557e-03 | ITGB3BP CENPH NUF2 CENPK APITD1 CENPW CENPT MIS12 NDC80 CENPA |
| GO:0003735 | structural constituent of ribosome | molecular_function | 9.365e-06 | MRPL51 RPL26 RPS27A RPS17 RPL7 RPL39 RPSA RPS6 RPL37A RPL13 RPL22 RPL35 RPS12 RPS15 RPL30 RPLP1 RPL15 RPS4 RPL5 RPS13 MRPS6 RPL36 |
| GO:0032200 | telomere organization | biological_process | 1.689e-02 | DCLRE1A DCLRE1B DKC1 DCLRE1C TERF2 SMC5 XRCC6 RAD51A RPA1 |
| GO:0007098 | centrosome cycle | biological_process | 8.912e-02 | CHEK1 NDE1 NPM1 CHMP4B SASS6 CHORDC1 |
| GO:0000723 | telomere maintenance | biological_process | 3.408e-02 | DCLRE1A DCLRE1B DKC1 DCLRE1C TERF2 SMC5 XRCC6 RPA1 |
| GO:0003684 | damaged DNA binding | molecular_function | 3.408e-02 | DCLRE1A DCLRE1B DCLRE1C XRCC6 PCNA XPA RPA1 DDB1 |

Additional file 1: Table 6 Top GO enrichment of up-regulated SDE genes in the infection group on 3 dpi

| GO_ID | Description | TYPE | qvalue | genes |
| --- | --- | --- | --- | --- |
| GO:0048384 | retinoic acid receptor signaling pathway | biological_process | 5.156e-02 | TGIF1 ACTN4 RARB RARA |
| GO:0048566 | embryonic digestive tract development | biological_process | 4.704e-02 | TGFB3 RARB SOX9 FGFR2 TGFB2 |
| GO:0016331 | morphogenesis of embryonic epithelium | biological_process | 4.621e-02 | GATA3 PHACTR4 FGFR2 TGIF1 SOX9 SHH |
| GO:0032332 | positive regulation of chondrocyte differentiation | biological_process | 6.766e-02 | HOXD11 SOX9 HOXA11 LOXL2 |
| GO:0043297 | apical junction assembly | biological_process | 6.766e-02 | ACTN4 OCLN FBF1 VCL |
| GO:0022408 | negative regulation of cell-cell adhesion | biological_process | 6.766e-02 | APOA1 VEGFA PODXL SOX9 |
| GO:0001935 | endothelial cell proliferation | biological_process | 6.766e-02 | APOA1 VEGFA NR2F2 LOXL2 |
| GO:0072175 | epithelial tube formation | biological_process | 5.362e-02 | TGIF1 PODXL GATA3 SOX9 PHACTR4 |
| GO:0032963 | collagen metabolic process | biological_process | 5.362e-02 | LEPRE1 TGFB3 SERPINH1 MMP2 SOX9 |
| GO:0050680 | negative regulation of epithelial cell proliferation | biological_process | 5.152e-02 | NFIB GATA3 TGFB2 SOX9 NR2F2 SOX2 |
| GO:0001656 | metanephros development | biological_process | 5.152e-02 | HOXD11 GATA3 HOXA11 BCL2 BFGF SOX9 |
| GO:0001838 | embryonic epithelial tube formation | biological_process | 8.035e-02 | TGIF1 GATA3 SOX9 PHACTR4 |
| GO:0001818 | negative regulation of cytokine production | biological_process | 5.203e-02 | TGFB3 GATA3 TGFB2 APOA1 GATA6 SLC11A1 |
| GO:0007162 | negative regulation of cell adhesion | biological_process | 3.095e-02 | TGFB3 FZD4 LAMB1 PODXL TGFB2 APOA1 VEGFA SOX9 |
| GO:0005518 | collagen binding | molecular_function | 1.004e-01 | LEPRE1 SERPINH1 DCN CRTAP |
| GO:0043296 | apical junction complex | cellular_component | 1.004e-01 | OCLN FBF1 VCL CDH5 |
| GO:0030199 | collagen fibril organization | biological_process | 1.004e-01 | LEPRE1 SERPINH1 TGFB2 LOXL2 |
| GO:0032526 | response to retinoic acid | biological_process | 5.279e-02 | RARB HOXA2 SOX9 YES1 SHH RARA |
| GO:0010463 | mesenchymal cell proliferation | biological_process | 1.004e-01 | NFIB FGFR2 VEGFA SOX9 |
| GO:0022612 | gland morphogenesis | biological_process | 6.928e-02 | TGFB3 FGFR2 BCL2 TGFB2 SOX9 |
| GO:0034446 | substrate adhesion-dependent cell spreading | biological_process | 6.928e-02 | FZD4 LAMB1 SRC APOA1 EPHB3 |
| GO:0005884 | actin filament | cellular_component | 5.279e-02 | MYO1A PDLIM7 SRC CTTN YES1 FMN1 |

How the deposited data were processed for this re-analysis (not part of the article)

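RNA of the bursa of Fabricius was sequenced from chickens of the mock group and of the infection group on 1 and 3 dpi. The libraries analysed here are 3 mock, 3 of 1 dpi and 2 of 3 dpi, each from 1 bird, and their conditions were taken from the authors' labels and the paper. The authors removed adapters, low-quality bases, ribosomal reads and short reads with the FASTX-Toolkit and mapped the rest with TopHat2 to galGal4 with Ensembl release 85 genes. The tool that counted and normalized the reads, and the test behind the paper's calls, are not given in the sources used here.

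The authors deposited 1 table with 15546 genes, and 2 columns of values for each library. The first holds FPKM as the authors computed it, fragments per kilobase of transcript and of library size. The second is called a count by the authors but holds a scaled signal, an estimated fragment count divided by 1 factor per library, which totals 10804449 to 12872268 over the genes of a library. Between 99.1 and 99.3% of these values lay within 2% of a step from a whole multiple of the library's step, and the rest include fractional estimates close to 0. For that reason they were not treated as counts, no count test was run, and the fixed design's rule for a table without counts was followed. The step gives the depth in fragments on genes, from 9425178 (mock replicate 2) to 13375079 (mock replicate 3), so no group is shallower throughout, and the values of genes with few fragments are imprecise in every library. The 5 columns of group means in the table were not used for any test, and no other column of per-sample values was left out (0).

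Every comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the prior variance (2.51 prior degrees of freedom), over the genes with an FPKM of at least 1 in at least 2 libraries. All 8 libraries entered 1 fit with a mean for each of the 3 groups, so that the 2 libraries of 3 dpi share the spread of the others. The comparisons were 1 dpi with mock, 3 dpi with mock and 3 dpi with 1 dpi, each adjusted by Benjamini-Hochberg over all genes tested. The third of these is also the test of whether the changes on the 2 days differ. Differential expression means an FDR under 0.05, and SDE genes also have a fold of at least 2 or at most 0.5, the thresholds of the paper.

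Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over 40 lists and 3 comparisons (120 tests), with at least 3 genes tested per list. The 15 lists written by hand cover B cells, T cells, natural killer and cytotoxic cells, macrophages, heterophils, epithelium, fibroblasts and matrix, smooth muscle, endothelium, erythrocytes, interferon-stimulated genes, cell cycle, ribosomal proteins, apoptosis and W-linked genes. A further 10 come from Table 3 of the paper and 15 from its Table S1, and the authors chose those genes on these libraries. The mapping of samples, the design, the hand-written lists, 24 alternatives and the rule for naming genes were fixed before the data were examined. That rule names every gene the paper names for a comparison, the 3 largest rises and 3 largest falls per comparison among SDE genes with a symbol, a mean FPKM of at least 1 in both groups and no overlap between libraries, the 2 most abundant members of each hand-written list, and genes that a check singles out. Tables of the paper had been read by then, so the values they give for named genes had been seen. The MHC-I entry is an exception, since it was chosen among 4 after their values were seen, for its closeness to the paper's value. A further 4 alternatives were added after the values were seen.

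The alternatives comprise other scalings of the libraries, another pseudocount, other filters on low values, a fit on the compared groups alone, leaving out each of the 8 libraries in turn, a replicate block, folds as ratios of group means, limma's treat, an FDR of 0.01, and fry or an estimated correlation for the lists. Where 1 of the 2 libraries of 3 dpi was left out, the remaining one was assumed to vary like the other groups. The fit was tested on simulated data with known changes, drawn from the means and depths of these libraries with an assumed spread between birds. For 1 dpi against mock it called 182 of 198 changed genes (91.9%) with 5 false calls among 12044 genes, for 3 dpi against mock 156 of 200 (78%) with 2 among 12061, and for 3 dpi against 1 dpi 166 of 200 (83%) with 8 among 12055. The simulated changes were all past 2-fold, in at most 200 genes, and genes with few scaled counts were left unchanged. These shares therefore do not cover smaller changes, genes with few fragments or data in which a large part of the genes change.

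Gene symbols are those of the authors' table. Older or shared symbols were resolved through a RefSeq gene table of another assembly (GRCg7b), used for names only, in which 12488 of the 13001 NCBI identifiers of the authors' table were found. Where the authors' file gives the same range to several genes, the gene is reported as uncertain, since the sources used here do not say how overlapping reads were counted or whether strand was used. Some single genes are not reported here. No viral sequence was analysed here, and the infection label was checked on interferon-stimulated genes instead.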

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

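The tests of epithelial markers and of the share of B cells, the test of scaling for the 5 genes higher on 1 dpi and lower on 3 dpi, the fits with W transcripts as a covariate and the scaling by library totals without the 50 most abundant genes were chosen after the result was seen. All tests below come from limma with Benjamini-Hochberg adjustment on log2(FPKM + 1).

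The changes of 78 genes went opposite ways on the 2 days, significantly lower than mock on 1 dpi and significantly higher on 3 dpi, and each also differed between the days in the direct comparison. Under each of the other 4 scalings at least 73 of the 78 kept both calls, which argues against the scaling of the libraries. With the W transcripts in the model 73 kept changes past 2-fold in both directions, although 52 kept both calls, and 1 of the 78 lies on chromosome Z and 0 on W, so the sex of the birds is not the whole cause. After centring within bins of gene length 58 kept changes past 2-fold in both directions. A lower share of epithelial cells on 1 dpi would lower the epithelial markers. Of the 16 tested 5 were called higher and 4 lower on that day, and 3 of the 4 lower ones are among the 78. Of the 13 markers outside the 78, 5 were called higher and 1 lower. Under the other 4 scalings 4 or 5 of them were higher and 1 or 2 lower. The 3 markers left out were chosen because they fell, so the 13 cannot decide whether the share of epithelial cells was lower. Over all 16 the calls went both ways, which gives no direction. A lower share of epithelial cells therefore stays open as a source of the falls. CDH1 (0.97), ELF3 (0.66), ST14 (1.10) and TACSTD1 (1.38) were among the higher, and KRT8 (-1.26) and KRT19 (-1.73), both of the 78, and CLDN4 (-0.86) among the lower. The number of the 78 that kept both calls was 55 without mock replicate 2, the lowest of the libraries left out in turn, and 71 without 3 dpi replicate 4, the highest. It was 53 at an FDR of 0.01 and 28 under treat. The size of the whole set depends on scale and scaling, with 112 genes under library size, 104 under library totals without the 50 most abundant genes, 93 under upper quartile factors, 73 under median-of-ratios factors, 196 with a pseudocount of 0.1, 193 with ratios of group means, 225 on the scaled counts, 91 with the W covariate and 62 with at least 10 scaled counts in every library. One hypothesis that stays open is that genes of the resident tissue may be repressed on 1 dpi and released or replaced by other cells on 3 dpi. The greater age of the 3 dpi birds stays open, as untested, for the rise on 3 dpi only, since the mock and 1 dpi birds had the same age.

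In the opposite direction 5 genes were significantly higher on 1 dpi and lower on 3 dpi, each also called between the days, and they are named after their values were seen. RGS1 had log2 fold changes of 1.73 and -1.22 on 1 and 3 dpi, GPR171 of 1.09 and -1.95, FGFBP2 of 1.30 and -2.18, DOK1 of 1.09 and -1.41, and ENSGALG00000026167, described as a regulatory subunit of phosphoinositide 3-kinase, of 1.06 and -1.06. This set is fragile and both loses and gains genes. Both calls were kept by 2 of the 5 with library size scaling, 2 with library totals without the 50 most abundant genes, 4 with upper quartile factors, 2 with the W covariate, 3 at an FDR of 0.01 and 1 under treat. Without 1 library the number was 4 (mock replicate 1), 3 (mock replicate 2), 4 (mock replicate 3), 2 (1 dpi replicate 2), 3 (1 dpi replicate 3) and 4 (3 dpi replicate 3). The whole set numbered 12 with median-of-ratios factors, 11 with the W covariate, 10 on the scaled counts, 9 with ratios of group means or without 1 dpi replicate 1, and 8 with a pseudocount of 0.1 or without mock replicate 2. Under the other 4 scalings the smallest rise of the 5 on 1 dpi was 0.92 and the fall closest to 0 on 3 dpi was -0.996, and no change moved by more than 0.15. Genes with rises close to 2-fold thus passed under that threshold while keeping both directions, which argues against scaling as the source of these 5 changes, though not of the size of the set. The sex of the birds stays open for these genes, and their age for the fall on 3 dpi only.

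The B cell list fell by 4.44 in median log2 fold change from 1 dpi to 3 dpi, so that its change against mock differed between the days. On 3 dpi against mock the median closest to 0 under the other 4 scalings was -4.36, with the W transcripts in the model it was -4.48, and after centring on gene length -4.48, which argues against scaling, sex and length. Of the 12 members 11 were called lower, including the abundant CD79B (-6.09) and CXCR5 (-5.01), and also PAX5 (-6.68), TNFRSF13C (-5.66), BLNK (-3.93), CD72 (-3.89) and EBF1 (-3.13). BLK (-1.65) and TNFRSF13B (-1.64) fell less, and FCRL2 rose by 1.49. This is consistent with a lower share of B cells on 3 dpi, a hypothesis found and tested on the same libraries. Lower transcription within the remaining B cells, and the age of the birds, stay open.

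CXCR4 fell by 3.64 on the log2 scale from 1 dpi to 3 dpi, having been higher than mock on 1 dpi and lower on 3 dpi. Its call on 1 dpi was lost without each mock replicate (1.00, 0.90 and 1.08 without 1, 2 and 3), without 1 dpi replicate 1 (1.00) or 2 (0.88), and with the W covariate (1.17), so the rise on 1 dpi is weaker evidence than the fall. The B cell list also fell between the days (median log2 fold change -4.44), but no test of the cells that carry CXCR4 was run.

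The paper does not discuss an entry that the authors' table describes as serum amyloid A protein and labels HPS5, nor avidin, although under the rule for naming genes these and CCL19, which it discusses, were the 3 largest rises on 1 dpi, with log2 fold changes against mock libraries of 7.78 (serum amyloid A), 8.54 (avidin) and 7.88 (CCL19). The smallest rise of the serum amyloid A and avidin entries on either day was 7.42 under the other 4 scalings and 6.87 with the W transcripts in the model, which argues against scaling and sex. SAAL1, which lies on the same range, changed by 0.19 on 1 dpi (and by -0.22 on 3 dpi), so no rise of its own was detected. How reads on a shared range were counted is not known, so this cannot exclude reads shared with SAAL1 as the source. The other entry with the symbol HPS5 changed by -0.08 and -0.45, so the label of the serum amyloid A entry is in doubt and not its rise. Avidin has related genes close by on chromosome Z, a second AVD entry and AVR2, which were listed at 0 in every mock library and reached an FPKM of at most 27.2 and 7.33 on 1 dpi. Reads shared among these copies would change which copy rose and stay open. The mock and 1 dpi birds had the same age. As a hypothesis, the rise of the serum amyloid A entry may belong to an acute-phase response of the bursa to the infection, and which cells make these transcripts stays open.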

How the results depend on the processing

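The fits with the W transcripts as a covariate, on log2(scaled count + 1), with library totals without the 50 most abundant genes and without chromosomes Z and W were chosen after the result was seen. The tests with DESeq2, limma-voom and edgeR's exact test, and the TMM factors with and without the 50 most abundant genes, were not run, because the table holds no counts. Values are given as reported first, and the cause was not tested unless one is named.

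Of 113 results for named genes, 113 kept their direction and side of the threshold with median-of-ratios factors, 112 with library size and with upper quartile factors, 110 with a pseudocount of 0.1 and 111 without a filter on low values. An FDR of 0.01 lost 8 calls, treat 14 and the W covariate 17, and leaving out 1 library at a time lost 2 (without mock replicate 2) to 5 (without mock replicate 1). None of the named genes reversed under these alternatives. Of 120 list results, 119 kept theirs with median-of-ratios factors, 116 with library size and 117 with upper quartile factors, and an FDR of 0.01 lost 13.

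The number of genes called on 1 dpi, 4262, ranged from 2305 (without mock replicate 1; 2538 without mock replicate 3) to 4432 (without 3 dpi replicate 3) when 1 library was left out, and was 5531 with library size, 5079 with library totals without the 50 most abundant genes and 5030 with upper quartile factors. It was 1742 at an FDR of 0.01, 840 under treat and 1257 with the W covariate, in a fit that spends 1 degree of freedom on a term that nearly coincides with 1 dpi. Of the calls with that covariate 76.2% were higher, against 48.9% in the reported fit. On 3 dpi treat gave 4190 genes in place of 8218. From 1 dpi to 3 dpi it gave 3187 in place of 7390, and the W covariate 4326. The genes called on both days, 3329, ranged from 1753 (without mock replicate 1; 1951 without mock replicate 3) to 3227 (without 1 dpi replicate 1), and numbered 618 under treat, 1278 at an FDR of 0.01 and 1038 with the W covariate. Treat and the stricter FDR are by construction harder to pass.

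For SDE genes on 1 dpi, treat left 753 of 1169 with higher expression. The 256 with lower expression became 507 with a pseudocount of 0.1, 497 with folds as ratios of group means, 559 on the scaled counts, 87 under treat and 167 at an FDR of 0.01. The pseudocount and the ratio both widen the fold of genes with a low FPKM. The 884 higher on both days became 583 under treat. The 42 lower on both days became 84 with library size, 67 with library totals without the 50 most abundant genes, 66 with a pseudocount of 0.1, 26 with at least 10 scaled counts in every library, 80 with ratios of group means, 69 on the scaled counts, 6 under treat, 24 at an FDR of 0.01 and 14 with the W covariate. Leaving out 1 library at a time gave 29 (without 1 dpi replicate 3) to 74 (without 1 dpi replicate 1).

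Scaling also moved the balance of calls. On 1 dpi the share of higher calls was 36.8% with library totals without the 50 most abundant genes, besides the values given for library size, upper quartile and median-of-ratios factors, and from 1 dpi to 3 dpi it was 59.9% with those totals. No direction of a whole set of calls is therefore read from these shares.

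Gene lists depended most on the correlation between genes. With the correlation estimated in camera, 0 of 40 lists were called higher or lower in any comparison, in place of 12 higher and 6 lower on 1 dpi, 23 and 7 on 3 dpi and 21 and 11 between the days. At an unadjusted p under 0.05 the numbers were 4, 6 and 14. The interferon-stimulated genes (3.85 on 1 dpi and 3.87 on 3 dpi) were among those no longer called. Under fry, which called 20, 35 and 35 lists, 10 were lower on 1 dpi and 11 on 3 dpi, and an FDR of 0.01 left 3 lower on 1 dpi. Fry called 2 lists in the other direction, macrophages on 3 dpi (median 0.63) and the cytokine list of Table S1 on 3 dpi (0.36), both with members that went both ways.

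Among the genes measured by qRT-PCR, CCR4 on 1 dpi (1.42) was not called without a filter, with only the 2 groups compared, with the block, under treat or at an FDR of 0.01, and ranged from 0.94 (without 1 dpi replicate 3) to 1.95 (without 1 dpi replicate 1), with 1.74 under the W covariate. IL15 on 1 dpi (1.49) was not called under treat or at an FDR of 0.01, ranged from 1.11 (without 1 dpi replicate 3) to 1.77 (without 1 dpi replicate 1) and was 0.97 with the W covariate. The chosen YFV entry on 1 dpi (1.60) was not called under treat or at an FDR of 0.01, and was 0.89 with the W covariate. The ratio of distances between and within groups, 1.38, was 1.76 over all genes tested.

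Mock and 1 dpi libraries share replicate numbers 1 to 3. Their deviations from the group means had correlations of 0.118, -0.179 and 0.0041 for the same numbers, so the numbers do not pair the birds. With the replicate block 3431 genes were called on 1 dpi, of 37 results for named genes 1 lost its call and of 40 list results 2 did, and 3 dpi shares fewer than 2 numbers. Of the 10 ways to split the 6 mock and 1 dpi libraries into 3 and 3, only 1, the real one, gave as many differentially expressed or SDE genes, and no other gave more than 5 of either. With 10 splits the share is never under 0.1, so chance cannot be excluded by this test alone.

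Depth limits genes with few fragments, which the filter on low values leaves out. Raising the filter to at least 10 scaled counts in every library removes genes silent in 1 group, and 59 of the 78 genes with opposite changes kept both calls under it.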

Differences from the paper's values

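No test below was chosen after the result was seen, except where a sentence says so. The paper names no test, and counts are compared with a margin of 1.5 times.

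On 1 dpi the paper gives 2006 differentially expressed genes, and 4262 were called here. Of the 19 alternatives set before the data were examined, the count lay within the margin without mock replicate 1 (2305) or 3 (2538) and at an FDR of 0.01 (1742), and not under the others. On 3 dpi the paper gives 4668 and 8218 were called here, with 4190 under limma's treat and 6577 at an FDR of 0.01 within the margin and the other 16 of 18 alternatives outside it. The paper gives 1618 genes on both days, against 3329 here, and 1753, 2402 and 1951 without mock replicate 1, 2 and 3 and 1278 at an FDR of 0.01 lay within the margin, the others not. For 1 dpi alone the paper's number is 388 and the value here 933, with 552 without mock replicate 1, 546 without 1 dpi replicate 3 and 464 at an FDR of 0.01 within the margin, and no other. For 3 dpi alone the paper's number is 3050 and the value here 4889. Within the margin were library size (3981), upper quartile factors (4327), at least 10 scaled counts in every library (4295), leaving out 3 dpi replicate 3 (3913) or 4 (4133) and treat (3572), and no other alternative set before the data were examined. Library totals without the 50 most abundant genes gave 4251, a setting chosen after seeing the values. How many of the paper's own called genes it drops was not computed, since a list of them was not used here.

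The paper gives 83 SDE genes down-regulated on both days, and 42 were found here. Library size (84), upper quartile factors (62), a pseudocount of 0.1 (66), leaving out 1 dpi replicate 1 (74) and folds as ratios of group means (80) lay within the margin, and the other 13 of 18 did not. Of the settings chosen after seeing the values, library totals without the 50 most abundant genes gave 67 and the scaled counts 69. The other counts of SDE genes lay within the margin in the reported fit.

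The paper's Table S2 gives 1 RNA-seq fold per gene and names no day. On 3 dpi the ratios of CCR2, CCR4, IL6, IFNG and IL15 equalled its values of 3.33, 1.90, 47.24, 31.20 and 5.01 at the decimals it prints, so the column matches 3 dpi, and the gaps on 1 dpi that follow set that day beside values of another. On 1 dpi the ratio of group means of CCR2 was 5.84 here and the paper's value is 3.33, with 4.84 without 1 dpi replicate 3 the only one of 9 alternatives within the margin and spread. For IL6 it was 263 here against the paper's 47.24, under all 9 alternatives outside. For IL15 it was 3.24 here against the paper's 5.01, with median-of-ratios factors (3.33), leaving out mock replicate 2 (4.14) and leaving out 1 dpi replicate 1 (3.88) or 2 (3.55) within, and the other 5 outside. For CCR4 and IFNG it was 5.54 and 180.5, against the paper's 1.90 and 31.20, more than 1.5 times apart but within the spread between libraries. MHC-I is not counted among the matches on 3 dpi, because its entry was picked from 4 after the values were seen, as the one whose 3 dpi ratio (3.21) equals the paper's. The other 3 entries had ratios of 6.73, 18.2 and 3.23 on 3 dpi.

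Some statements about single genes differ in the call. The paper has TLR2 higher in the early stage, whereas TLR2-1 and TLR2-2 had log2 fold changes of -0.09 and -0.21 on 1 dpi and were not called, while TLR3 (2.62), NFKB1 (1.06) and VCAM1 (4.50), named beside it, were called higher. GSTA3 is among the paper's genes that rose from 1 dpi to 3 dpi and was not called in that comparison in the entry used (0.46), while its other entry (2.26), GSTA and HPGDS were. CSF3 is among those that fell from 1 dpi to 3 dpi and was not called over all genes (-1.52), but was without 3 dpi replicate 3 (-2.71) and when adjusted over the genes of Table S1 alone. CCR4, which the paper measured as higher, was called here on 1 dpi (1.42) and not on 3 dpi (0.51), and the call on 1 dpi was lost when any library but 1 dpi replicate 1 was left out.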

Other observations

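The tests of the sex of the birds and of swapped labels for chromosome Z, the test of a lower share of B cells and the fit with the W transcripts were chosen after the result was seen.

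Genes of chromosome Z stood higher relative to the autosomes on 1 dpi than on 3 dpi. Each gene was set against its mean over the mock libraries. The median of 564 genes of chromosome Z minus that of 10874 autosomal genes was 0.38, 0.39 and 0.40 on 1 dpi. It was -0.07 and -0.05 on 3 dpi, and -0.16, 0.32 and -0.15 in mock replicates 1, 2 and 3. Male chickens carry 2 Z chromosomes and females a Z and a W. An entry of the W gene HINTW had an FPKM of 274 and 284 in mock replicates 1 and 3, 513 and 380 on 3 dpi, and 0 in mock replicate 2 and the 1 dpi libraries. Within the mock group, the library without W transcripts exceeded the others by 0.48, close to the difference of 0.45 between 1 dpi and 3 dpi, which is consistent with a difference in the sex of the birds. A swap of labels between mock and 1 dpi is argued against by the interferon-stimulated genes of mock replicate 2, at a median of 4.53, where the lowest infected library had 7.55. On 1 dpi 153 genes of chromosome Z were called higher and 29 lower (limma with Benjamini-Hochberg adjustment), 4.27% of all calls of that day. On 3 dpi 158 were higher and 177 lower, and between the days 98 and 258. Only 1 mock library lacks W transcripts, so infection and sex are hard to separate on 1 dpi for genes that differ by sex.

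The list of 3 W-linked genes had a median log2 fold change of -5.05 on 1 dpi, 3.10 on 3 dpi and 8.15 between the days (adjusted p = 0.18, 0.56 and 0.14, camera with Benjamini-Hochberg adjustment), and was not called. Over all genes limma called 0 members on 1 dpi and on 3 dpi (3 and 0 at an unadjusted p under 0.05, and 3 and 0 adjusted over the list alone) and 3 between the days. Without mock replicate 2 the list was called on 1 dpi (-7.67) and between the days (8.15), and between the days it was also called with only the groups compared and by fry. Without the HINTW entry listed at 0 on 1 dpi, the medians were -4.10 on 1 dpi and 6.39 between the days.

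The apoptosis list (13 genes) had a median log2 fold change of 0.98 on 1 dpi (adjusted p = 2.4e-04, camera with Benjamini-Hochberg adjustment), with 8 members called higher and 1 lower (10 called adjusted over the list alone). On 3 dpi the median was 0.82 and the mean 0.36, and between the days 0.07 and -0.42, neither called (adjusted p = 0.51 and 0.29, camera with Benjamini-Hochberg adjustment). In both, fry placed the list in the lower direction, against its median, and called it between the days. The numbers of members called were 12 on 3 dpi and 9 between the days, and the same adjusted over the list alone.

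Ribosomal protein genes are short, 32 of 67 in the shortest 2 of 20 bins of length, and were lower on 3 dpi. After centring within bins of length their median was -1.37, and under the other 4 scalings the value closest to 0 was -1.24, which argues against length and scaling as the whole cause. As a hypothesis, the fall may follow the loss of dividing cells, which was not tested.

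The lists of 8 cell types other than B cells had median changes of 0.63 to 2.56 on 3 dpi, and the erythrocyte list, with 5 genes tested and a median of 0.44, was left out of this range and of the test below. A lower share of B cells alone would raise them alike, but they differed from each other (permutation test over 110 genes, 100000 permutations, p = 9.0e-05, where genes are not independent replicates). Of the 8, 6 were called higher, while T cells (adjusted p = 0.065) and macrophages (0.73) were not called by camera with Benjamini-Hochberg adjustment. The macrophage list had a mean of 0.01 with 8 members higher and 4 lower, and fry called it in the lower direction (adjusted p = 0.019). A lower share of B cells may therefore add to the rise of the 6 lists without being its whole source, and a change within the cells that remain or the arrival of others stays open.

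The mitochondrial genome has 12 protein-coding entries with a symbol used here. They fell on 3 dpi, from -0.88 (ND6) to -2.47 (MT-CYB) on the log2 scale, and limma called none of them on 1 dpi. Some of them share a range in the authors' file, MT-ND4 with ND4L and MT-CO3 with ATP6 and MT-ATP8. All entries of the mitochondrial genome, with or without such a symbol, took 3.93, 3.54 and 3.44% of the scaled counts in the mock libraries. The share was 3.30, 3.35 and 3.11% on 1 dpi, and 1.43 and 1.32% on 3 dpi. No explanation was tested.

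Heat shock genes differed between birds of the same group on both days. HSPA8 had an FPKM of 1344, 595 and 1941 in 1 dpi replicates 1, 2 and 3 beside a mock mean of 634, HSP90AA1 of 1666, 792 and 2380 beside 809, and HSP70 of 137, 46.8 and 412 beside 38.5. HSPH1 and DNAJA1 were likewise lowest in 1 dpi replicate 2, at 29.9 and 129 beside mock means of 35.3 and 92.9. In 3 dpi replicates 3 and 4 the FPKM was 318 and 803 for HSPA8, 248 and 1116 for HSP90AA1, 141 and 234 for HSP70, 12.3 and 32.9 for HSPH1, and 60.8 and 164 for DNAJA1. None of the 5 was called on 1 dpi by limma with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.059, and on 3 dpi HSP70 alone was (adjusted p = 0.032). These genes were chosen after their values were seen, and no biological explanation was tested.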
